# LncRNA-42060 Regulates Tamoxifen Sensitivity and Tumor Development via Regulating the miR-204-5p/SOX4 Axis in Canine Mammary Gland Tumor Cells

**DOI:** 10.3389/fvets.2021.654694

**Published:** 2021-06-21

**Authors:** Enshuang Xu, Mengxin Hu, Reidong Ge, Danning Tong, Yuying Fan, Xiaoli Ren, Yun Liu

**Keywords:** canine mammary gland tumor, tamoxifen-resistant, lncRNA, miR-204-5p, Sox4

## Abstract

Tamoxifen is the drug of choice for endocrine therapy of breast cancer. Its clinical use is limited by the development of drug resistance. There is increasing evidence that long non-coding RNAs (lncRNAs) are associated with tumor drug resistance. Therefore, we established two TAM-resistant cell lines, CHMp^TAM^ and CHMm^TAM^. The different expression levels of lncRNA and miRNA in CHMm^TAM^ and CHMm were screened by RNA sequencing, and the lncRNA-miRNA interactions were analyzed. LncRNA ENSCAFG42060 (lnc-42060) was found to be significantly upregulated in drug-resistant cells and tumor tissues. Further functional validation revealed that the knockdown of lnc-42060 inhibited proliferation, migration, clone formation, restoration of TAM sensitivity, and reduction of stem cell formation in drug-resistant cells, whereas overexpression of lnc-4206 showed opposite results. Bioinformatics and dual-luciferase reporter gene assays confirmed that lnc-42060 could act as a sponge for miR-204-5p, further regulating SOX4 expression activity and thus influencing tumor cell progression. In conclusion, we screened lncRNAs and miRNAs associated with TAM resistance in canine mammary gland tumor cells for the first time. lnc-42060 served as a novel marker that may be used as an important biomarker for future diagnosis and treatment.

## Introduction

For Original Research Articles, Clinical Trial Articles, and Technology Reports the introduction should be succinct, with no subheadings. For Case Reports the Introduction should include symptoms at presentation, physical exams, and lab results. Breast cancer (BC) is a highly heterogeneous cancer. According to GLOBOCAN, about 2.1 million women were diagnosed with BC between 2018 and 2019, maked it the second-highest mortality disease among women. According to the expression of estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor 2 (Her-2), the four main subtypes of BC are luminal A (ER+ and/or PR+, Her-2-), luminal B (ER+ and/or PR+, Her-2+), Her-2 overexpressing (ER- and PR-, Her-2+), and triple-negative breast cancer (TNBC; ER-, PR-, and Her-2-). Most BC patients belong to the luminal subtype (1). Different staging methods correspond to different treatment options for BC. Currently, endocrine therapy or anti-Her-2 targeted therapy in combination with chemotherapy is the mainstay of treatment. New clinical studies have shown that molecularly targeted therapy combined with endocrine therapy can improve progression-free survival in some BC patients, such as the mTOR inhibitor and the cyclin-dependent kinase 4/6 (CDK 4/6) inhibitor (2). Tamoxifen (TAM) is the drug of choice for endocrine therapy, not only as a therapeutic agent resulting in a 25–30% reduction in mortality, but also for the prevention of BC (3). However, with increasing drug use, scholars have found that in addition to some patients with primary resistance being themselves insensitive to TAM, about 30% of the women who are chronically exposed to the drug develop new drug resistance and are at risk of relapse within the next 10 years. This has resulted in the attenuation of endocrine therapy (4). Scholarly in-depth studies have suggested several possible factors that explain TAM resistance (TAMR), such as molecular pathways (ER, PI3K, RTKS signaling pathway), androgen receptor (AR) expression, HER-2 expression, G protein-coupled estrogen receptor (GPER), and non-coding RNA (ncRNA) (5). The mechanisms of TAMR involve numerous relevant factors, and most of them have not been elucidated clearly. Therefore, extensive research on BC treatment resistance is urgently needed to develop new predictive biomarkers and therapeutic targets for treatment.

Long non-coding RNAs (lncRNAs) are over 200 nt in length. They can be transcribed from a variety of genomic locations, such as at the promoter, enhancer, intron, antisense coding region of a gene, or independently in the genome. They have been shown to function as transcriptional signals, decoys, scaffolds, directing enhancer RNAs, and short peptides. In cancer, lncRNAs function through multiple mechanisms, such as chromatin remodeling, chromatin interactions, competing endogenous RNAs (ceRNAs), and natural antisense transcripts (6). Shen et al. (7) found 1,758 altered lncRNAs in BC. In addition, Yang et al. (8) found that more than 1,300 lncRNAs were differentially expressed in HER2+ BC. These results emphasize the relevant role of lncRNAs in the development of BC. TamR is one of the major therapeutic problems in BC. Therefore, lncRNAs modulate endocrine therapy resistance and may be a key factor in the treatment of resistance to endocrine therapy. Mechanistic studies to evaluate the role of lncRNAs in TamR have only emerged in the last few years. LncRNA UCA1 is the most studied lncRNA. It has been shown that exosomes from TAM-resistant cells (TAMRs) are enriched in UCA1 and can induce resistance in other sensitive cells (9). In addition, BCAR4, HOTAIR, CCAT2, DSCAM AS1, UC.57, GAS5 Linc00894-002, H19, and MALAT1 (10, 11). Although some lncRNAs have been studied, it has been gradually elucidated that some lncRNAs play an important role in a variety of biological phenomena. However, the expression of lncRNAs tends to be highly cell-and tissue-specific. At the same time, compared to tens of thousands of lncRNAs, our understanding of them is only the tip of the iceberg. Therefore, it is important to screen more lncRNAs and investigate their functions in the development of cancer. In particular, TAM-associated lncRNAs have been reported for the first time in animals.

Epithelial-mesenchymal transition (EMT) is defined as a biological process (BP) in the malignant pathogenesis of cancer cell reprogramming from an epithelial state to a mesenchymal state. This transition is closely associated with tumor proliferation, metastasis, drug resistance, apoptosis, and population diversity. Cancer stem cells (CSC) consist of cancer cells with stem-like features that have the ability to self-renew and differentiate. This differentiation and de-differentiation are closely related to EMT. Some authors have shown that the metastatic ability of CSC with EMT properties is enhanced, which led to the concept of metastatic stem cells (12, 13). This is mainly due to the loss of tight junctions and cell adhesion after acquiring the EMT phenotype, which prepares the cells for migration to new organs. This illustrates the inextricable link between EMT and CSC. Importantly, the potential link between EMT and CSC is a key to the acquisition of cancer drug resistance as well as cancer cell plasticity, in which cancer cells transform into malignant cells and vice versa (14). Therefore, in order to understand the mechanisms of cancer drug resistance, the characteristics of EMT and CSC should be determined. The migration ability of cells often predicts changes in EMT characteristics, while the formation of stem cell microemulsion spheres represents CSCs.

In summary, canine mammary gland tumor (CMGT) TamR cell lines CHMm^TAM^ and parent cell line CHMm were used for high-throughput sequencing to detect changes in the expression profiles of lncRNAs and miRNAs as well as to construct their regulatory networks. A new lncRNA-ENSCAFG42060 (lnc-42060) encoding on chromosome 25 (chr25: 9,055,794-9,074,347) was found to be overexpressed in CHMm^TAM^ for the first time. In addition, we tested its function in different cell types. The results show that lnc-42060 can act as a competitive endogenous RNA (ceRNA) that adsorbs miR-204-5p and promotes TamR, metastasis, EMT, and CSC processes through the SOX4 signaling pathway. This study is the first to report on TamR-associated ncRNAs in canines, and also validates the function of novel lnc-42060. The search for new biomarkers can help restore drug sensitivity and improve patient survival.

## Materials and Methods

### Clinical Subjects and Specimens

A total of 24 cases of CMGT specimens were recruited at Northeast Agricultural University Animal Hospital. The tissue was identified and classified (15). All ingredients are permitted by pet owners and are in accordance with the Experimental Animal Control law of Northeast Agricultural University. Animal care and use procedures are approved by the Ethics Committee of Animal Hospital of Northeast Agricultural University.

### Cell Lines and Cell Culture

CHMp and CHMm cell line derived from CMGT, isolated from the primary and metastatic lesions (pleural effusion) of a 12-year-old female mutt with tumor, and presented by the department of Veterinary Medical Sciences, University of Tokyo, Japan (16). HEK293T was obtained from ATCC. TAMR CMGT cell lines CHMp^TAM^/CHMm^TAM^, collectively called TAMRs, were constructed by drug concentration gradient plus drug maintenance method (The final concentration of TAM is 10 μm) for 10 months. The cells were cultured to contain phenol-red-free DMEM medium (Invitrogen, Carlsbad, Calif, USA, SH30284) containing 10% charcoalstripped, steroid-depleted FBS (Sigma, USA, F6765), antibiotics-amphotericin (Beyotime Biotechnology, ShangHai, China, C0223), and 4-hydroxytamoxifen (Sigma, H7904).

### Transcriptome Sequencing

Three replicates of total RNA were extracted from CHMm^TAM^ and CHMm cell lines using a high-throughput microarray assay to screen for differentially expressed lncRNAs and miRNAs, respectively. After library construction and quality control, HiSeq sequencing platform was used for detection (NovelBio, Shanghai, China).

### Cell Transfection

The miR-204-5p NC, mimic, inhibitor, lnc-42060 siRNA and SOX4 siRNA were purchased from Ribiobio. The lnc-42060 sequence was sub-cloned into the pcDNA3.1 vector (Invitrogen, Carlsbad, Calif, USA) to enhance lnc-42060 expression (Bioengineer, Shanghai, China). The transfection was performed using Lipofectamine 2000 (Invitrogen, 11668019) according to the manufacturer's instructions.

### Transwell Migration Assay

1 × 10^5^ cells drug-treated cells were diluted in serum-free medium and seed on the upper compartment of the chamber (Corning, USA). In the lower chamber, 600 μL of consistent complete medium containing 20% fetal bovine serum was added and returned to the incubator for 24 h. Then the under chamber cells were fixed with 4% paraformaldehyde for 20 min, stained with 0.5% crystal violet dye for 10 min, rinsed with distilled water 2–3 times, and dried in a fume hood. Cells placed on transparent plates were photographed under an inverted microscope (200×). At least 3 fields were randomly selected from each group of cell samples and counted.

### Clone Formation Assay

Five hundred cells/well were seeded in 6-well culture plates. Replace the fresh culture medium on the fifth day. On the tenth day after washing with PBS, 4% paraformaldehyde was added and fixed for 15 min, and then crystalline violet staining was added.

### Tumor Sphere Formation Assays

A mixture culture medium was prepared and included serum-free F12 medium (Invitrogen, 21127022), 2% B-27 (Invitrogen, A3695201), 20 ng/mL basal fibroblast growth factor (bFGF) (Invitrogen, PHG0360), 20 ng/mL epidermal growth factor (EGF) (Invitrogen, RP-8661). 10^4^ cells were inoculated in 6-well ultralow attachment plates. After 14 days of culture, the diameter >75 μm was counted as a microemulsion sphere (17).

### Reverse-Transcription Quantitative PCR (QRT-PCR)

Total RNA was isolated from all cells using TRIZOL reagent (Invitrogen, 15596026). The PrimeScript RT reagent Kit (Takara, Shiga, Japan, RR047A) was used when the product was mRNA or lncRNA; When the inversion product is miRNA, the miScript Reverse Transcription Kit (Tiangen Biotech, Shangai, China, KR211) is used, and the specific operation is referred to the product instructions. The SYBR Premix Ex Taq™ Kit (TaKaRa, RR820A) was used for PCR testing. The internal parameters of mRNA or lncRNA were GAPDH, miRNA is U6. Finally, Light Cycler®480 System (Roche, Basel, Switzerland) was used for quantitative analysis. In this experiment, each gene of each cell sample was detected at least 3 times, and the mean value was calculated. The experimental data were analyzed by 2-ΔΔCT method. The primer sequence is shown in Supplementary Table 1.

### Nucleus-Cytoplasmic Separation

The Ambion® PARIS™ system (Invitrogen, AM1921) was used for the separation of nuclear and cytoplasmic fractions from TAMRs, according to the kit instructions.

### Double Luciferase Reporter Assay

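The miR-204-5p sequence drawn in Fig. 4C reads UUCCCUUUGUCAUCCUAUGCCU from its 5′ end, and it is 22 nucleotides long. The lnc-42060 insert in Supplementary Table 2 has 132 bases, and positions are counted here from 1 at the 5′ end of each insert. It contains AAAGGGAA once, at positions 67 to 74, which pairs with nucleotides 1 to 8 of miR-204-5p. The base before it extends the paired run to CAAAGGGAA, 9 bases, within the surrounding sequence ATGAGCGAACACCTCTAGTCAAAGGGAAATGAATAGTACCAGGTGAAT. The second lnc-42060 insert carries CCTTTAGG at the same positions and differs by the 8 substitutions A67C, A68C, A69T, G70T, G71T, G72A, A73G and A74G. Supplementary Table 2 labels that insert as wild type, and it is read here as the mutant because Fig. 4C draws the altered site as the mutant. The SOX4 insert has 215 bases and contains AAAGGGAA once, at positions 137 to 144. The paired run there is 8 bases long and lies within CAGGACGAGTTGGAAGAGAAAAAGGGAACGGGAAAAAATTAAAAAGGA. The mutated SOX4 insert carries CCTTTATG at those positions, through the 8 substitutions A137C, A138C, A139T, G140T, G141T, G142A, A143T and A144G. Neither mutant insert contains AAAGGGAA.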

lnc-42060 and 3′ untranslated region (3′ UTR) of SOX4 (Bioengineer, Shanghai, China) containing the miR-204 binding sites and corresponding mutated sequences (Supplementary Table 2) were synthesized and individually cloned into wild type (pMIR-REPORT vector-WT) and mutant type (pMIR-REPORT vector-MT), and named pMIR-WT or pMIR-MT. 293T cells were co-transfected with pMIR-WT or pMIR-MT, miR-204 mimic (Ribiobio, Guangzhou, China), and phRL-TK vector using Lipofectamine 2000 reagent. The DualGLO® Luciferase Assay System (Promega, USA, E1910 and E1960) was used to determine the final results.

### RNA Immunoprecipitation (RIP) Assay

RIP assays were performed using the RNA Immunoprecipitation Kit (Geneseed, Guangzhou, China, P0101) following the manufacture, rs protocol. Briefly, the cells were lysed with RIP lysis buffer and then Cell extracts are incubated with RIP buffer containing magnetic beads bound to human anti-ago2 antibody (Millipore) and NC normal mouse IgG (Millipore). Samples were then incubated with Proteinase K buffer with shaking. Finally, the RNAs in the immunoprecipitates were extracted, purified, and subjected to real-time fluorescence quantitative PCR.

### Western Blot

Cellular proteins were extracted by the BCA kit (Beyotime Biotechnology, P0012S). The samples were subjected to SDS-polyacrylamide gel electrophoresis to separate the target proteins. Separated proteins were transferred to PVDF membranes. Next the PVDF membrane was closed with skim milk and incubated with first and second antibodies. Finally, the ECL Kit (Beyotime Biotechnology, P0018FS) was added for imaging. The results calculated by Image J. The antibody information is shown in Supplementary Table 3.

### Immunofluorescence

Place prepared slides in six orifice, according to the required concentration vaccination cells to be full of 80 to 90%, with 4% paraformaldehyde fixed cells after PBS washing, 0.5% of Triton X−100 (Solarbio, T8200) room temperature appear a 10 min, 5% BSA (Solarbio, T8020) closed 30 min, incubation primary antibody (rabbit anti-SOX4) 4°C overnight, the secondary antibody was incubated after washing with PBS, DAPI (Solarbio, C0060) added and incubated in dark for 15 min, and the tablets were sealed with the blocking solution containing anti-fluorescent quench agent, and the images were collected.

### Animal Experiments

Four-week-old female Balb/c-nude mice were obtained from Slaccas (Slaccas Laboratory Animal, Shanghai, China). According to the National and Institutional Guidelines for Animal Care and Use. All experiment procedures were performed under protocols approved by the Northeast Agricultural University Ethics Committee for the use of laboratory animals. ~5 × 10^7^ CHMm^TAM^/si-lnc42060 CHMm^TAM^ cells were subcutaneously injected into each mouse to form xenografts (*n* = 8). The size of the tumor formed at the injection site, whether the animal died, whether the animal tumor ruptured and the mental state of the experimental animals were monitored every 3 days. The subcutaneous tumor of mice was measured with a vernier caliper, and then the tumor tissue of the second generation was successfully planted *in situ* in nude mice. Finally, the tumor tissue of the second generation was successfully planted *in situ* in nude mice.

### Statistical Analysis

The data is presented as the mean ± SD. Statistical comparisons between treated and control groups were calculated by Student's *t*-tests using GraphPad Prism 5, and multiple groups were determined by two-way ANOVA test. A value of *P* < 0.05 (Bar with ^*^) was considered to be significant.

## Results

### LncRNAs and miRNAs Are Associated With TAMR in CMGTs

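The miRNA profiles come from CHMm, a canine mammary gland tumor cell line from a metastatic lesion, and CHMm TAM, the TAM-resistant line derived from it. The paper states that resistance was selected over 10 months to a final TAM concentration of 10 μM. The sample labels add 1 month of culture at that concentration and then 1 week without the drug. 3 small RNA libraries of each line were sequenced, and the authors deposited the number of reads counted on each mature canine miRNA, without normalization. The paper's text does not name the aligner, the miRNA database or the treatment of reads that fit several miRNAs, each of which could move counts between closely related miRNAs. The table lists 453 miRNAs by name without the arm of the precursor for most of them, so that the entry named miR-204 is taken here as the paper's miR-204-5p. The counts per library summed to 7512659, 11450062 and 8813873 in CHMm and to 12482211, 11066889 and 8137736 in CHMm TAM. miR-21 alone took from 50.2% to 51.7% of the counts in CHMm and from 53.7% to 54.5% in CHMm TAM, so the remaining miRNAs share less than the totals show. At these totals, 3 counts correspond to between 0.24 and 0.399 CPM (the count as a share of the library's total, on a common scale), a limit that covers counting error only. Libraries of one line differed by more than sampling noise (chi-square per degree of freedom from 29.1 to 94.3), so that none was treated as a library deposited repeatedly. This does not show that they come from independent cultures. Values between lines differed far more, with chi-square per degree of freedom from 1076.4 to 1438.1. For the comparisons, the counts were scaled by edgeR's TMM method, miRNAs with a total of at least 10 counts over the 6 libraries were kept, and CHMm TAM was compared with CHMm by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (FDR). The paper gives its thresholds, but its text names no test, normalization or filter for the sequencing comparison. Its statistics section names Student's t-tests for treated against control groups and ANOVA for multiple groups. The RNA-seq libraries of the lncRNAs were not analysed here.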

To clarify the potential roles of lncRNAs and miRNAs in TamR and parental CMGTs, we analyzed the expression profiles of lncRNAs and miRNAs using transcriptome detection technology. The results showed that 162 lncRNAs and 29 miRNAs were differentially expressed (log2 fold change >1 or <-1, FDR <0.05) between TamR and parental CMGTs (Supplementary Tables 4, 5), of which 96 lncRNAs and 14 miRNAs were upregulated, and 66 lncRNAs and 15 miRNAs were downregulated in TAMRs (Figures 1A,B). 

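Of the 453 miRNAs listed, 24 had no count in any library and 284 were tested. In total 32 miRNAs passed both thresholds of the paper, of which 17 were higher and 15 lower in CHMm TAM than in CHMm. They include 28 miRNAs of Supplementary Table 5. The remaining one, miR-99b, had a log2 fold change of -0.99 (standard error 0.07, FDR = 5.16e-44 from edgeR's quasi-likelihood test) and missed the fold-change threshold. The biological coefficient of variation between replicates was 6%. For 31 of the 32 miRNAs, the 3 normalized values of one line lay beyond all 3 of the other, and this held for 147 of the 284 tested miRNAs, where chance gives 10%. The choice that moved the count most was the fold-change threshold, since 125 miRNAs passed the FDR threshold alone, 72 of them higher and 53 lower in CHMm TAM. With the replicate number as a block, 31 miRNAs passed both thresholds, 17 higher and 14 lower. Under upper-quartile normalization 34 passed, 12 higher and 22 lower, so which direction holds more calls depends on the scaling. Across the 117 miRNAs above 50 CPM, the deviations of same-numbered libraries from their group means had correlations of 0.06, 0.46 and -0.31 for replicates 1, 2 and 3, with a mean of 0.07, against -0.03 for libraries of different number.
Among the 32 miRNAs past both thresholds, the most abundant were miR-221 and miR-222. miR-221 had 20180 ± 1297 CPM (SD, n = 3) in CHMm and 7041 ± 178 CPM (SD, n = 3) in CHMm TAM, a log2 fold change of -1.52. miR-222 had 19500 ± 726 CPM in CHMm and 7573 ± 385 CPM in CHMm TAM, a log2 fold change of -1.36. The other lower miRNAs include miR-218 at -1.92, miR-147 at -1.46 and miR-582 at -1.17 in log2 fold change. miR-381 was at -1.57, but it had at most 21 counts in any library and its replicates in CHMm TAM had 10, 1 and 6 counts. On the higher side, miR-8826 had 91, 93 and 59 counts in CHMm TAM and 2, 0 and 0 counts in CHMm. With CHMm set at the limit of 3 counts, miR-8826 was 22.9-fold higher. miR-486 had a log2 fold change of 2.40 and miR-1 of 2.19, and miR-133b of 1.79 rests on at most 16 counts per library. From the miRNAs past its thresholds, the paper states how many were upregulated and downregulated in the resistant cells and carries them on to its qRT-PCR tests and its interaction network.

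**Figure D1:**
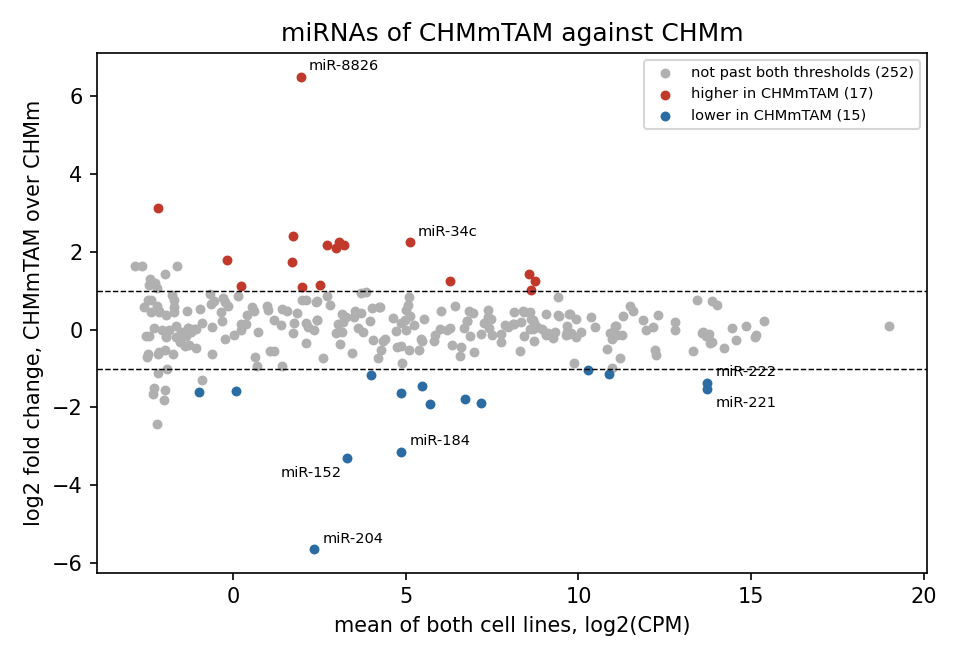
Each point is one of the 284 tested miRNAs, with its mean over both cell lines in log2(CPM) on the horizontal axis and its log2 fold change of CHMm TAM over CHMm on the vertical axis. Red points are the 17 higher and blue points the 15 lower miRNAs past both thresholds, grey points are the others, the dashed lines mark a log2 fold change of 1 in each direction, and the folds of miR-204 and miR-8826 are limited by counts near 0 in one line.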

The data presentedin the study are deposited in the NCBI,s Gene Expression Omnibus repository, accession number GSE164721. Subsequently, five randomly upregulated miRNAs and lncRNAs as well as 5 downregulated miRNAs and lncRNAs were verified by RT-PCR. 

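Among the miRNAs chosen for qRT-PCR, the sequencing counts fell in CHMm TAM for miR-204, miR-152, miR-184, miR-375 and miR-125a and rose for miR-34c, miR-34b, miR-133a, miR-10b and miR-181a. miR-204 fell from 9.99 ± 0.479 CPM (SD, n = 3) in CHMm to 0.185 ± 0.0771 CPM (SD, n = 3) in CHMm TAM. miR-152 had 17.9 ± 1.37 CPM in CHMm and 1.78 ± 0.470 CPM in CHMm TAM, a log2 fold change of -3.31. miR-184 had 52.7 ± 1.87 CPM in CHMm and 5.92 ± 1.04 CPM in CHMm TAM, a log2 fold change of -3.13. The change of miR-375 was from 162 ± 4.92 CPM to 46.9 ± 3.81 CPM, and that of miR-125a from 2571 ± 63.1 CPM to 1174 ± 28.9 CPM. Both are larger than the spread between replicates, with log2 fold changes of -1.79 (standard error 0.09) and -1.13 (standard error 0.07). miR-34c rose from 11.9 ± 1.29 CPM to 57.3 ± 5.35 CPM, and miR-34b from 2.36 ± 0.502 CPM to 10.7 ± 2.04 CPM. miR-133a rose from 2.94 ± 0.197 CPM to 12.8 ± 2.48 CPM. Its counts were similar to those of miR-133c, with the widest gap at 113 against 144 in CHMm TAM replicate 2. The read sequences were not analysed here, so whether these 2 miRNAs share reads is open. miR-10b rose from 203 ± 7.56 CPM to 549 ± 38.7 CPM and miR-181a from 252 ± 7.47 CPM to 601 ± 24.7 CPM. The log2 fold changes of the 5 higher miRNAs were 2.26, 2.19, 2.11, 1.43 and 1.26 in this order. All 10 had an FDR of 2.33e-22 or lower from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for each of them the 3 values of one line lay beyond the 3 of the other, where an exact two-sided permutation test of 3 against 3 cannot give a p below 0.1.

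**Figure D2:**
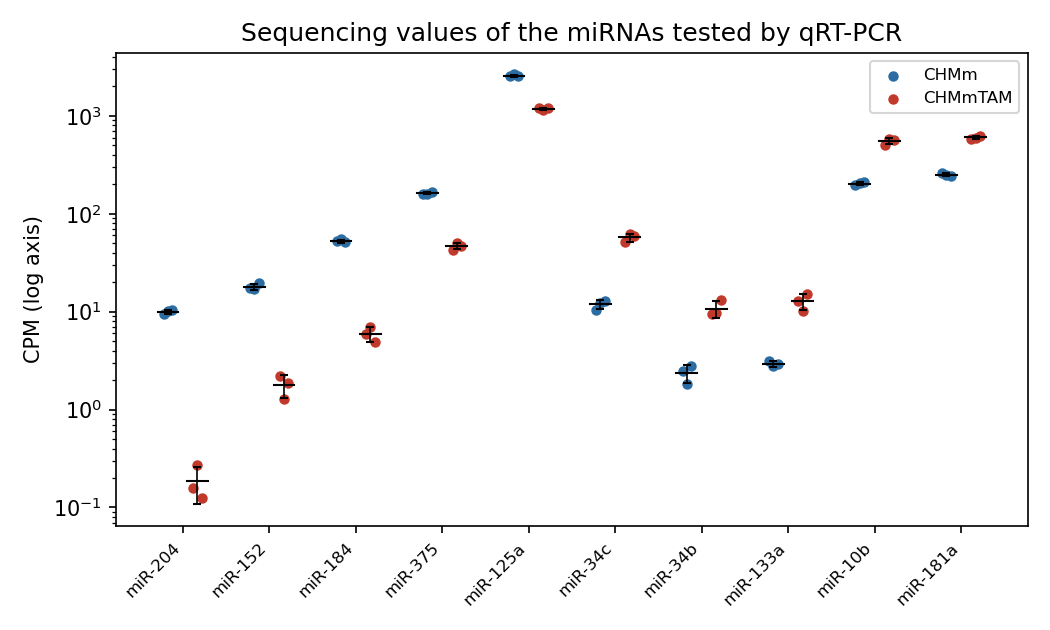
Sequencing values of the 10 miRNAs tested by qRT-PCR, in CPM on a log axis. Each point is 1 library, blue for CHMm and red for CHMm TAM, with a horizontal line for the mean and error bars for the SD (n = 3), and for each miRNA the points of the 2 lines do not overlap.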

The results were similar to the sequencing results, which confirmed the reliability of the transcriptome sequencing (Figure 1C). In this study, we constructed a hypothetical lncRNA-miRNA crosstalk network for differentially expressed miRNAs and lncRNAs, according to Miranda (Score >150, Energy <-20) and RNAhybrid (Energy <-25), and the intersection of the two algorithms was taken as the final result. Figure 1D shows the possible binding relationship between differentially expressed lncRNAs and miRNAs.

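Other miRNAs drawn in the network had the following sequencing values. miR-210 fell from 229 ± 6.90 CPM (SD, n = 3) in CHMm to 62.5 ± 6.52 CPM (SD, n = 3) in CHMm TAM, a log2 fold change of -1.88. miR-146b fell from 43.9 ± 1.82 CPM to 14.3 ± 1.57 CPM, a log2 fold change of -1.63. let-7e was lower by a log2 fold change of -1.04 (standard error 0.07), close to the threshold, and was at -0.99 without CHMm replicate 1. miR-187 rose from 46.6 ± 4.07 CPM to 110 ± 6.57 CPM, a log2 fold change of 1.24. miR-133c, miR-486-3p, miR-8903 and miR-2387 were much less abundant, with at most 163, 69, 103 and 63 counts in any library. Their log2 fold changes were 2.26 (standard error 0.19), 1.74 (standard error 0.28), 1.14 (standard error 0.21) and 1.09 (standard error 0.25). Under upper-quartile normalization, miR-187, miR-8903 and miR-2387 fell below the fold-change threshold, at log2 fold changes of 0.999, 0.90 and 0.84. miR-8903 was also below it without CHMm replicate 2, at 0.95. The lncRNA side of the network was not analysed here.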

**Figure 1:**
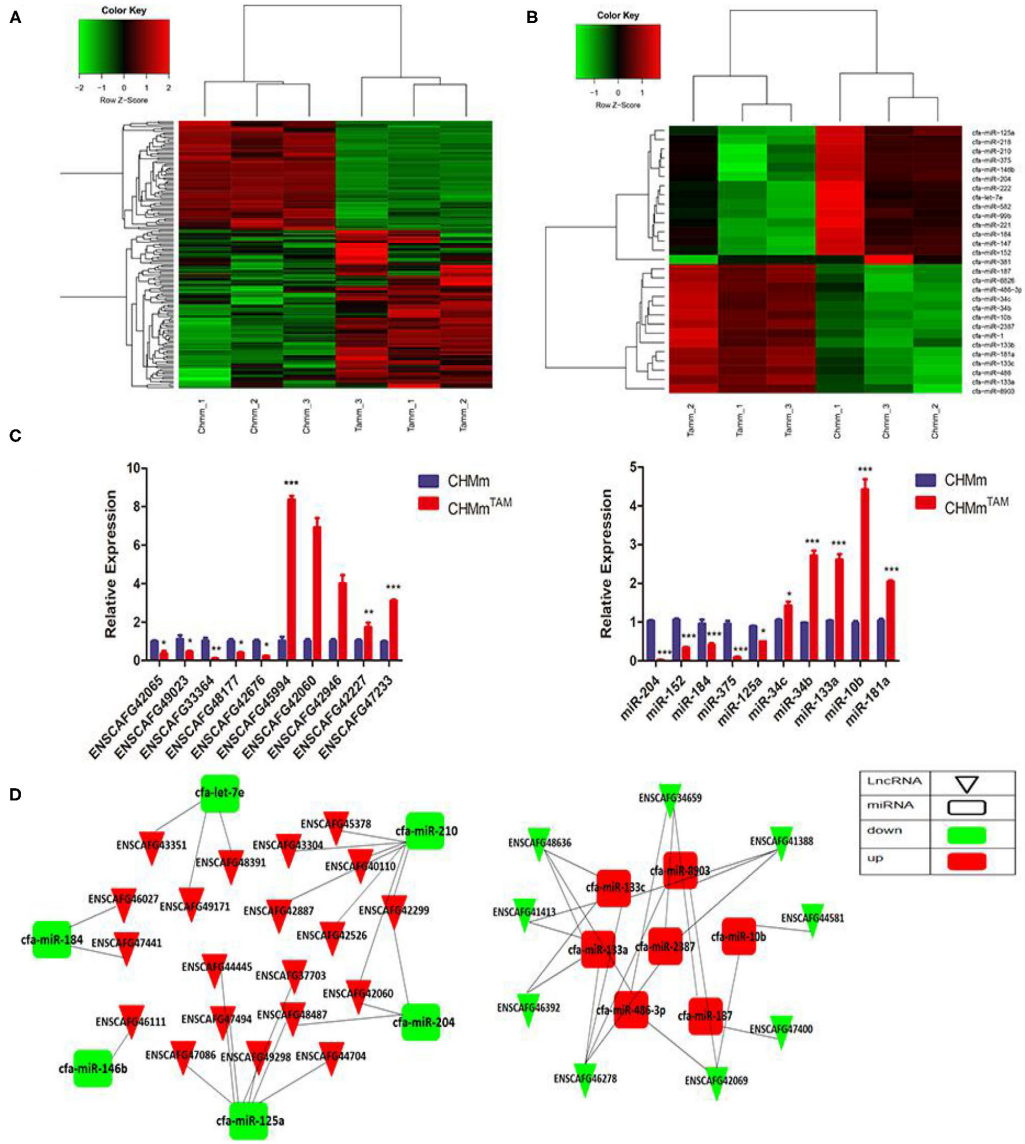
LncRNAs and miRNAs are associated with TAMR in CMGTs. **(A,B)** RNA sequencing was used to detect differentially expressed lncRNAs and miRNAs in CHMm^TAM^ and CHMm. **(C)** Expression of lncRNAs and miRNAs in CHMm^TAM^ and CHMm by qRT-PCR. **(D)** lncRNA-miRNA interaction diagram. Data are presented as means ± SD of at least three independent experiments. Compared with control group, *P < 0.05, **P < 0.01, ***P < 0.001.

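The 32 miRNAs past both thresholds, clustered by their log2 CPM with complete linkage, split the 6 libraries into the 3 of CHMm and the 3 of CHMm TAM. Those miRNAs were chosen for their difference between the lines, so the libraries were also compared without that choice. Over the 117 miRNAs above 50 CPM, the first principal component held 93.7% of the variance and the second 2.6%. Over all 284 tested miRNAs, the first component held 65.9% and again separated the lines, with CHMm libraries between -6.93 and -6.58 and CHMm TAM libraries between 6.56 and 7.19.

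**Figure D3:**
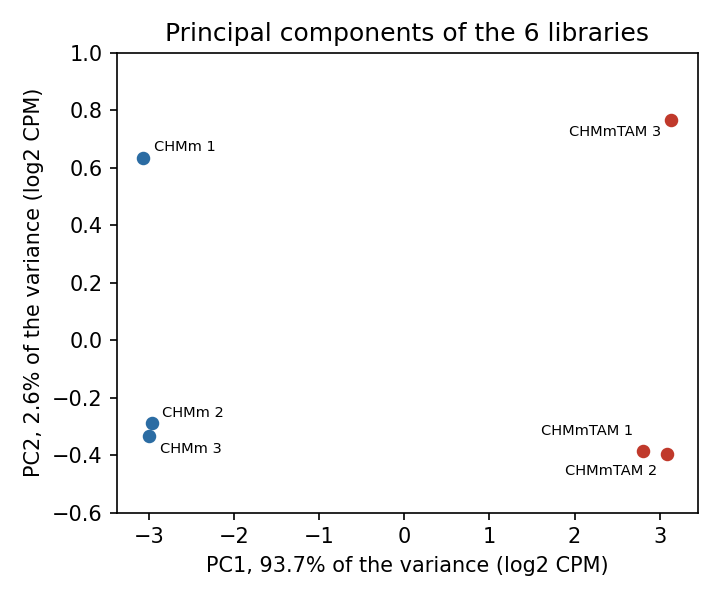
Principal components of log2 CPM over the 117 miRNAs above 50 CPM, with 1 point per library, blue for CHMm and red for CHMm TAM. The first component places the CHMm libraries between -3.06 and -2.97 and the CHMm TAM libraries between 2.81 and 3.13.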

### Silencing lnc-42060 Inhibited Cell Proliferation, Migration and Restored TAM Sensitivity in TAMRs

Drug-resistant cells exhibit greater proliferation, migration, and resistance to drugs. Therefore, phenotypic changes are important factors in the development of drug resistance. First, we detected lnc-42060 expression in tissues by qRT-PCR, and the results showed that lnc-42060 was highly expressed in tumor tissues (Figure 2A), which was consistent with our cell validation results. The above indicates that lnc-42060 is closely associated with tumorigenesis and drug resistance. Next, we silenced the expression of lnc-42060 in TAMRs. We designed three siRNAs, and qRT-PCR validated the knockdown efficiency. As si-lnc-42060-1 exhibited a more pronounced silencing effect, it was selected for subsequent experiments (Figure 2B). By CCK8, Transwell, and Cell cloning assay, we found that silencing lnc-42060 resulted in the inhibition of cell proliferation, migration, cloning ability, and decreased resistance to TAM (Figures 2C–F). CSCs are critical for the development of drug resistance. Sphere formation experiments showed that after silencing lnc-42060, the number of spheres formed was not significantly changed, but they became smaller (Figure 2G). In conclusion, silencing lnc-42060 can affect the biological activity of TAMRs and reverse the resistance to TAM.

**Figure 2:**
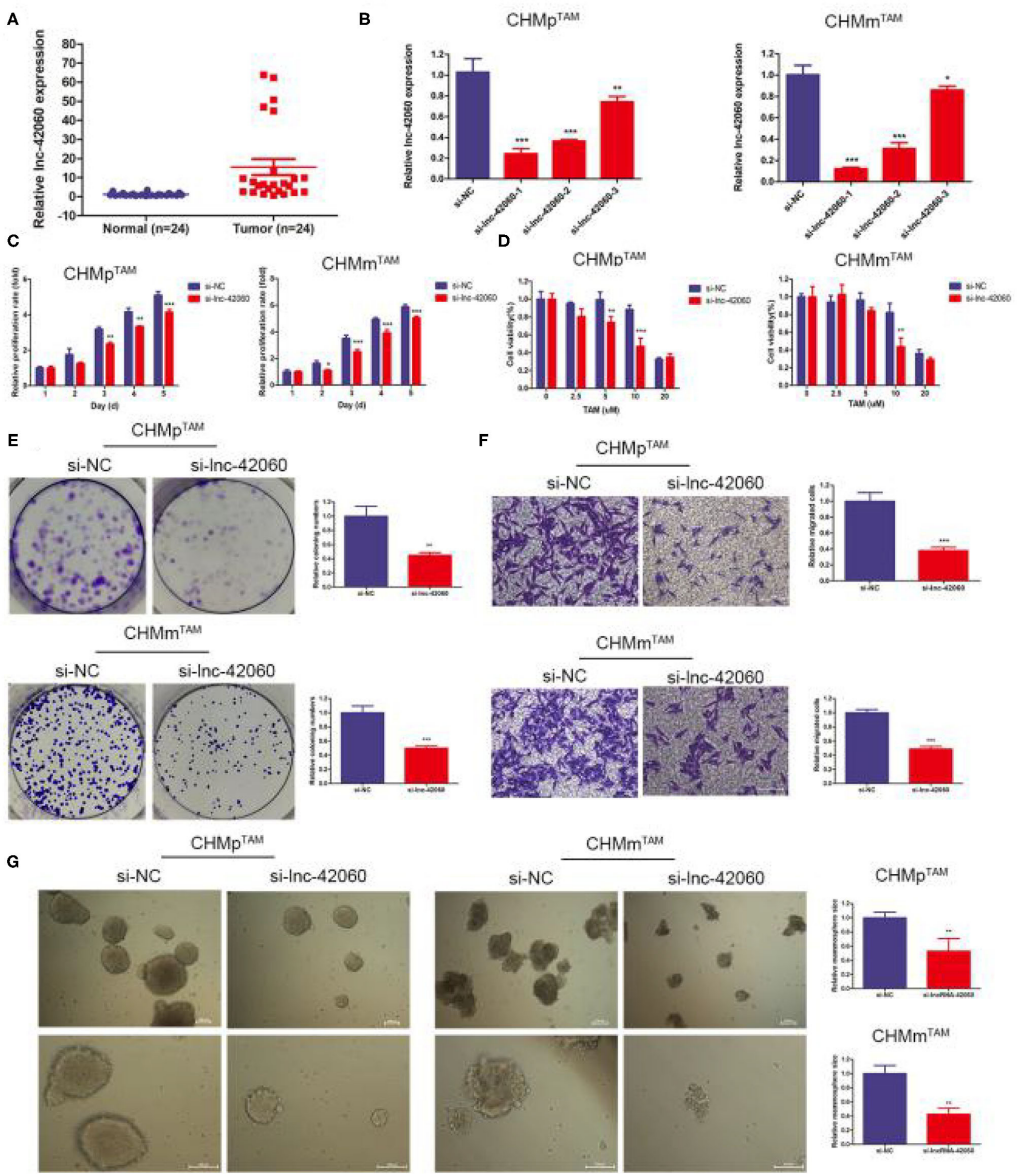
Silencing lnc-42060 inhibited cell proliferation, migration and restored TAM sensitivity in TAMRs. **(A)** Expression of lnc-42060 in CMGT and normal tissues by qRT-PCR. **(B)** The expression of lnc-42060 and GAPDH in TAMRs was determined with qRT-PCR transfected with the negative control of siRNA (si-NC) and si-lnc-42060-1/2/3. **(C)** CCK8 assay was conducted to evaluate cell proliferative ability in TAMRs/si-NC and TAMRs/si-lnc-42060. **(D)** CCK8 assay shows the variation in TAM sensitivity in TAMRs/si-NC and TAMRs/si-lnc-42060. **(E)** Colony formation is shown in TAMRs /siNC and TAMRs/si-lnc-42060. **(F)** Transwell migration was conducted to evaluate cell migration ability (magnification, 200×) in TAMRs/si-NC and TAMRs/si-lnc-42060. **(G)** Microemulsion size in TAMRs/si-NC and TAMRs/si-lnc-42060 (magnification, 100 and 200×). Data are presented as means ± SD of at least three independent experiments. Compared with control group, *P < 0.05, **P < 0.01, ***P < 0.001.

### Overexpression of lnc-42060 Promoted Cell Proliferation, Migration and Increased TAMR in CMGTs

To further validate the role of lnc-42060 in TAM drug resistance. We constructed lnc-42060-containing expression vectors to investigate the potential function and role (Figure 3A). Subsequent functional assays showed that overexpression of lnc-42060 inhibited cell viability, colony-forming and migration capacity. Simultaneous cytotoxicity assays showed that overexpression of lnc-42060 increased the resistance of CMGTs to TAM (Figures 3B–E). Based on the above experiments, we demonstrated that lnc-42060 plays a significant role in TamR and may be involved in cell proliferation, migration, clone formation and other life activities. Importantly, it can also influence the formation of stem cells (Figure 3F). Thus, lnc-42060 could serve as a tumor suppressor and an important regulator of TAM sensitivity in CMGTs.

**Figure 3:**
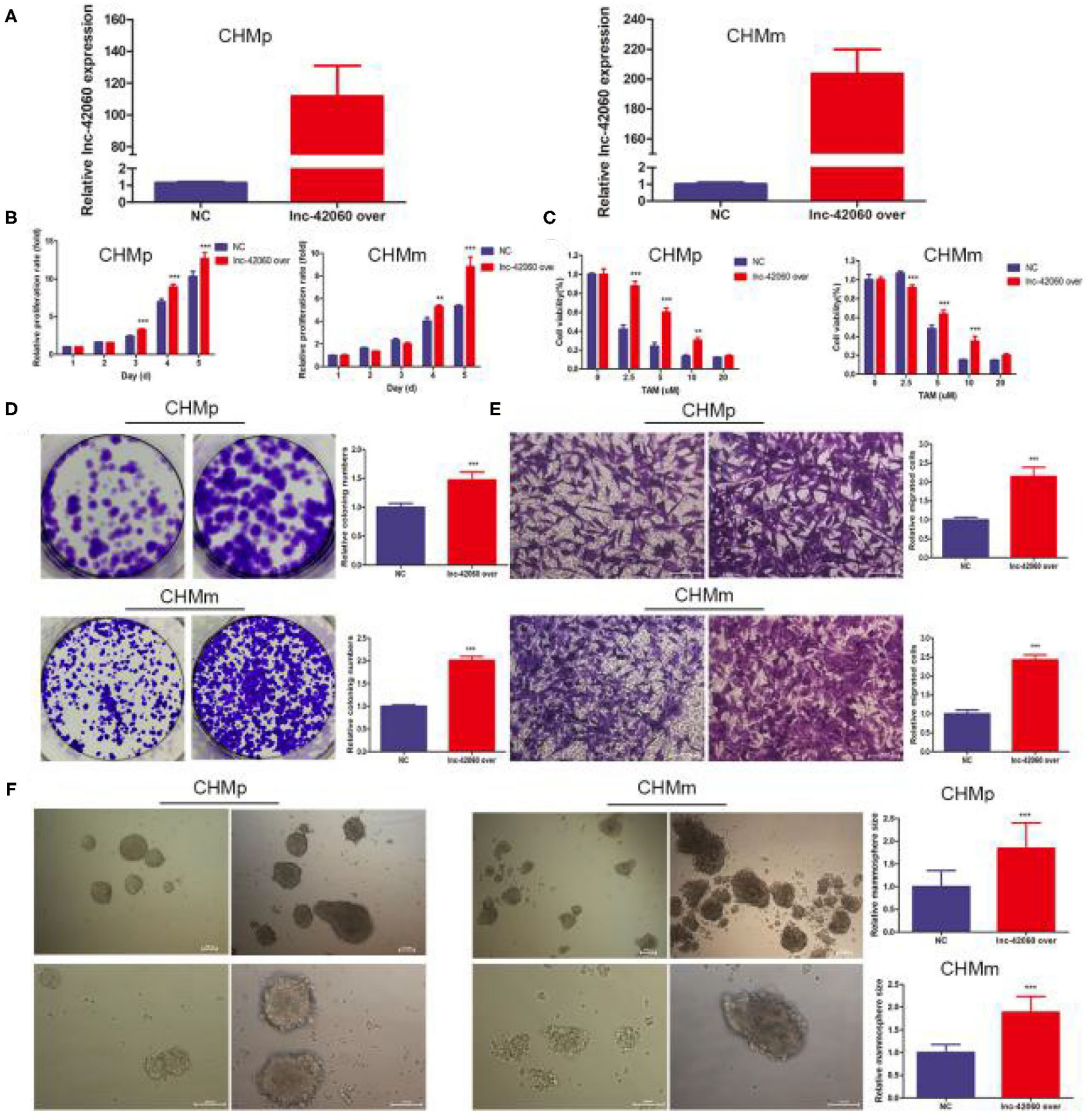
Overexpression of lnc-42060 promoted cell proliferation, migration and increased TAMR in CMGTs. **(A)** Expression of lnc-42060 in CMGTs/NC and CMGTs/lnc-42060 over. **(B)** CCK8 assay was conducted to evaluate cell proliferative ability in CMGTs/NC and CMGTs/over-lnc-42060. **(C)** Colony formation is shown in CMGTs/NC and CMGTs/lnc-42060 over. **(D)** Transwell migration was conducted to evaluate cell migration ability (magnification, 200×). **(E)** CCK8 assay shows the variation in TAM sensitivity in CMGTs/NC and CMGTs/lnc-42060 over. **(F)** Microemulsion size in CMGTs/NC and CMGTs/lnc-42060 over (magnification, 100× and 200×). Data are presented as means ± SD of at least three independent experiments. Compared with control group, **P < 0.01, ***P < 0.001.

### lncRNA-42060 Acts as an Efficient miRNA Sponge for miR-204-5p

Sequencing results detected a large number of altered lncRNAs and miRNAs, predicting a complex network of relationships between the two. lncRNAs mainly function as ceRNAs in the cytoplasm to regulate miRNA molecules, thereby influencing a range of life processes. Based on the sequencing predicted lncRNA-miRNA regulatory network, we selected lnc-42060-miR-204-5p and further verified the accuracy of sequencing and the biological processes affected. 

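miR-204 had 69, 119 and 92 counts in the 3 CHMm libraries and 2, 3 and 1 counts in the 3 CHMm TAM libraries. It was not abundant in the parental line either, ranking 157 among the 284 tested miRNAs by abundance in CHMm. The libraries of CHMm TAM gave 0.16, 0.271 and 0.123 CPM of all counts, with 95% Wilson intervals of 0.044 to 0.584, 0.092 to 0.797 and 0.022 to 0.696 CPM. These lie below the lowest interval of CHMm, which began at 7.26 CPM. Because every CHMm TAM library held 3 counts or fewer, the fold was taken against the limit of 3 counts. This gave 33.9-fold lower in CHMm TAM. It is not a confidence bound, and the intervals do not exclude a smaller difference. The fitted log2 fold change was -5.64 (standard error 0.36), and it stayed between -5.99 and -5.47 when each library was left out in turn. miR-211, a miRNA of the same family, had 3, 2 and 2 counts in CHMm and 1, 0 and 0 in CHMm TAM. With both summed, the log2 fold change was -5.47. In the RefSeq genes of the assembly UU_Cfam_GSD_1.0, MIR204 lies within the spans of the protein-coding gene TRPM3 and of the lncRNA LOC111096727. The expression of lnc-42060 was not analysed here.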

First, we detected miR-204-5p expression in tumor tissues by qRT-PCR, and we found that miR-204-5p was downregulated in tumor tissues compared to normal tissues (Figure 4A). Next, we also found that the high expression of lnc-42060 was mainly concentrated in the cytoplasm and that there were complementary binding sites with miRNA-204 (Figures 4B,C). This was also confirmed by dual-luciferase enzyme experiments. We constructed the wild-type (WT) or mutant-type (MT) of lnc-42060 with or without the binding site and incubated them with miR-204-5p, respectively. In 293T cells, a significant decrease in the activity of the luciferase reporter gene was detected after co-transfection of miR-204-5p mimic and WT, whereas the mutant vector was not significantly reduced (Figure 4D). After RNA immunoprecipitation, it was found that the amount of lnc-42060 and miR-204-5p precipitated by AGO2 antibody was significantly higher than that of IgG control group (Figure 4E), suggesting that both lnc-42060 and miR-96-5p could bind to AGO2 protein, suggesting that lnc-42060 acted on miR-204-5p through AGO2. Finally, qRT-PCR assays showed a negative correlation between miR-204-5p expression and lnc-42060 (Figures 4F–H). Taken together, these experiments suggest that lnc-42060 may act as a sponge for miR-204-5p, which is consistent with our sequencing results.

**Figure 4:**
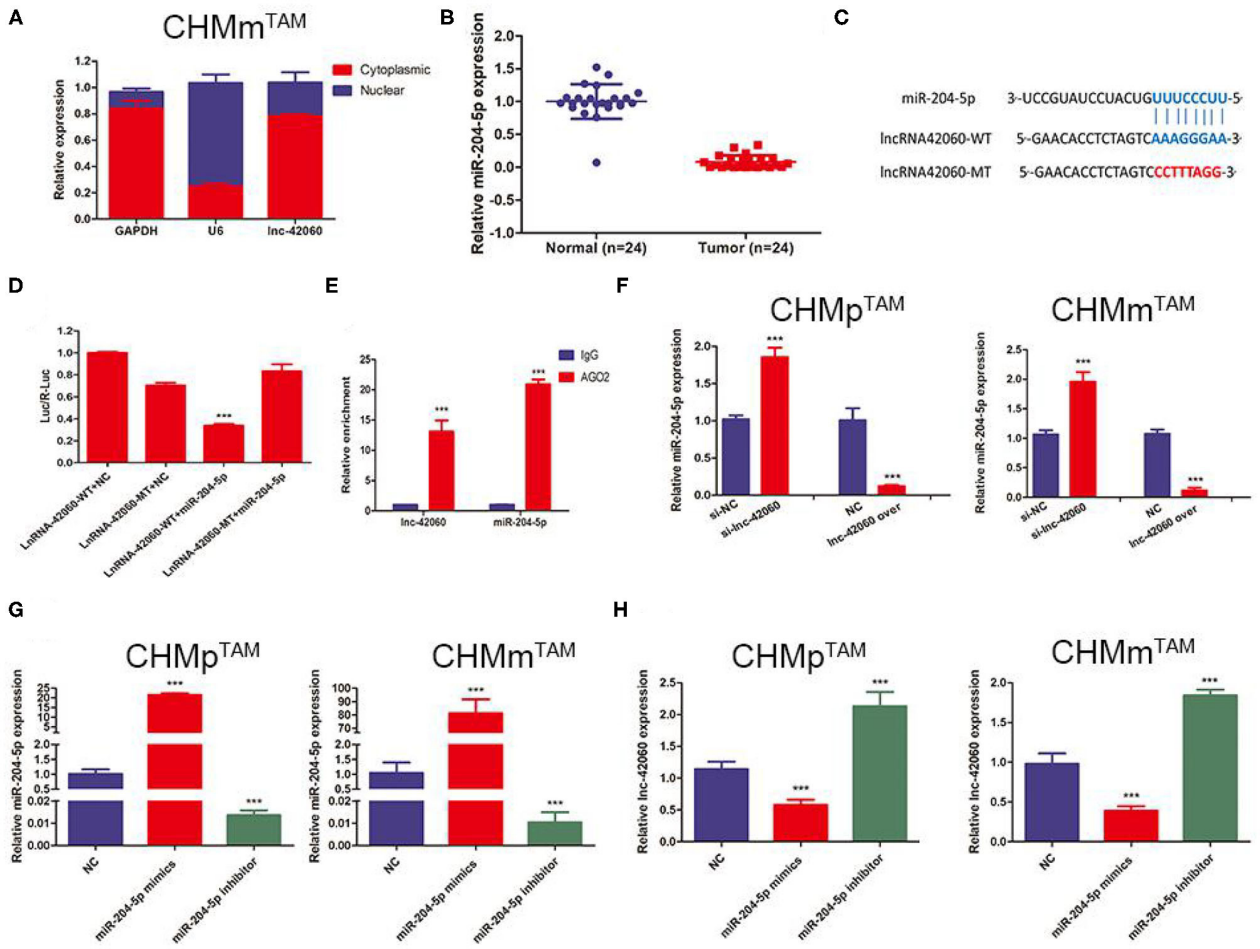
lnRNA-42060 acts an efficient miRNA sponge for miR-204-5p. **(A)** Expression of lnc-42060 in the nucleus and cytoplasm by qRT-PCR. **(B)** Expression of miR-204-5p in CMGT and normal tissues by qRT-PCR. **(C)** The predicted potential binding sites of miR-204-5p to lnc-42060 and schematic of WT and MUT of lnc-42060. **(D)** Dual-luciferase reporter assay revealed that miR-204-5p reversely controlled the luciferase activity of lnc-42060-WT, rather than MT. **(E)** The lnc-42060 and miR-204-5p levels isolated from Ago2 and IgG immunoprecipitates derived from CHMm^TAM^ cells were examined by quantitative real-time PCR. **(F–H)** Expression of lnc-42060 or miR-204-5p by qRT-PCR. Data are presented as means ± SD of at least three independent experiments. Compared with control group, ***P < 0.001.

### lnc-42060 Sponges miR-204-5p to Regulate Cell Proliferation, Migration and Increased TAMR in TAMRs and CMGTs

Next, we verified the biological function of miR-204-5p. In CMGTs, inhibition of miR-204-5p activity, cell proliferation, migration, clone formation capacity, and TAMR were enhanced. This effect was attenuated if si-lnc-42060 was also silenced (Figures 5A–I). Similarly, after the addition of miR-204-5p, cell proliferation, migration, clone-forming ability, and TAMR were reduced. However, overexpression of lnc-42060 in the cells partially reversed the effect of miR-204-5p on the cells (Figures 6A–I). Taken together, these results suggest that lnc-42060 inhibits CMGT progression via miR-204-5p and sensitizes cells to TAM, thereby attenuating its oncogenic effects.

**Figure 5:**
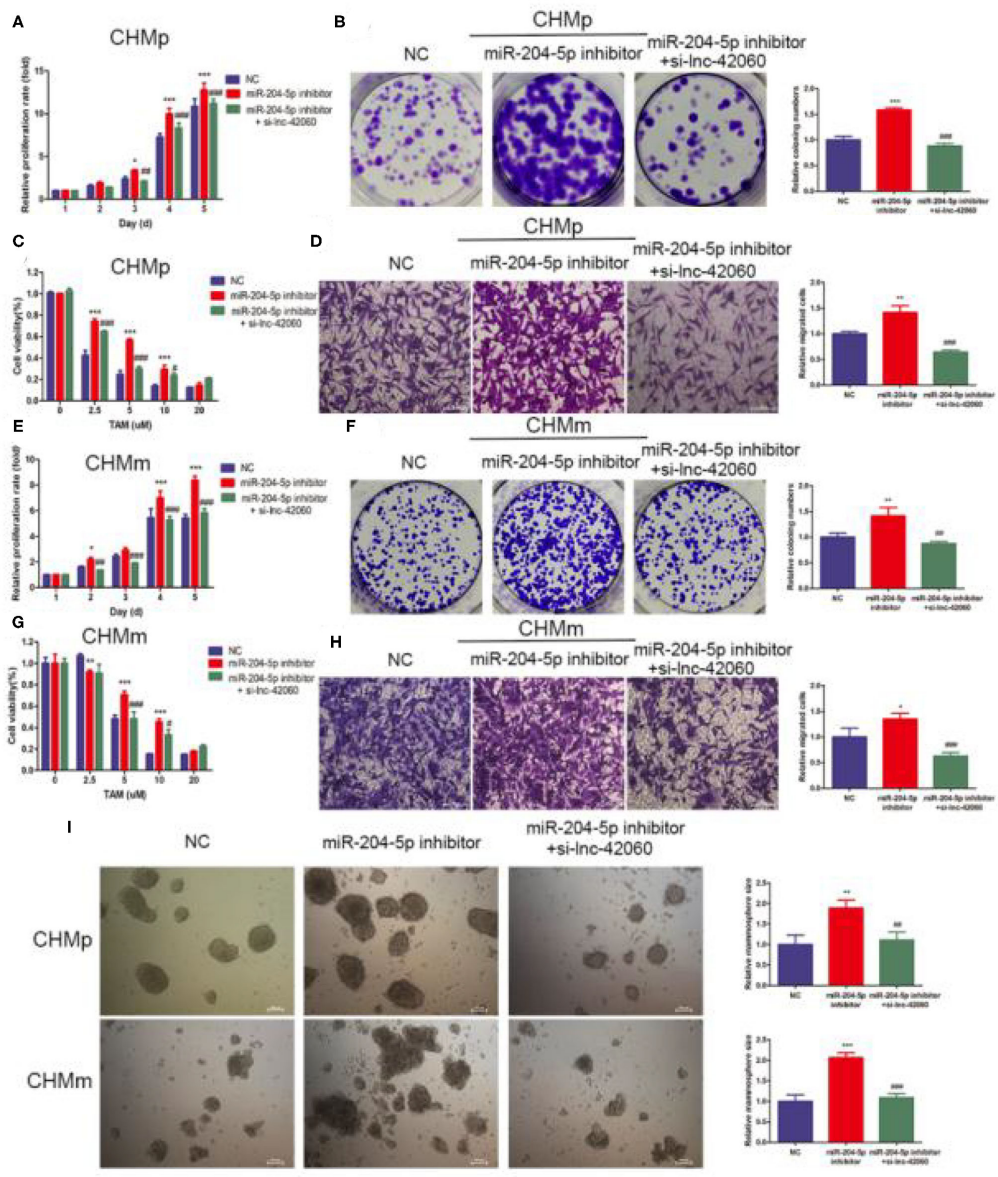
lnc-42060 sponges miR-204-5p to regulate cell proliferation, migration and increased TAMR in CMGTs. **(A,E)** CCK8 assay was conducted to evaluate cell proliferative ability in CMGTs. **(B,F)** Colony formation is shown in CMGTs. **(C,G)** CCK8 assay shows the variation in TAM sensitivity in CMGTs. **(D,H)** Transwell migration was conducted to evaluate cell migration ability (magnification, 200×) in CMGTs. **(I)** Microemulsion size in CMGTs (magnification, 200×). Data are presented as means ± SD of at least three independent experiments. Compared with control groups, *P < 0.05, **P < 0.01, ***P < 0.001; compared with miR-204 groups, ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001.

**Figure 6:**
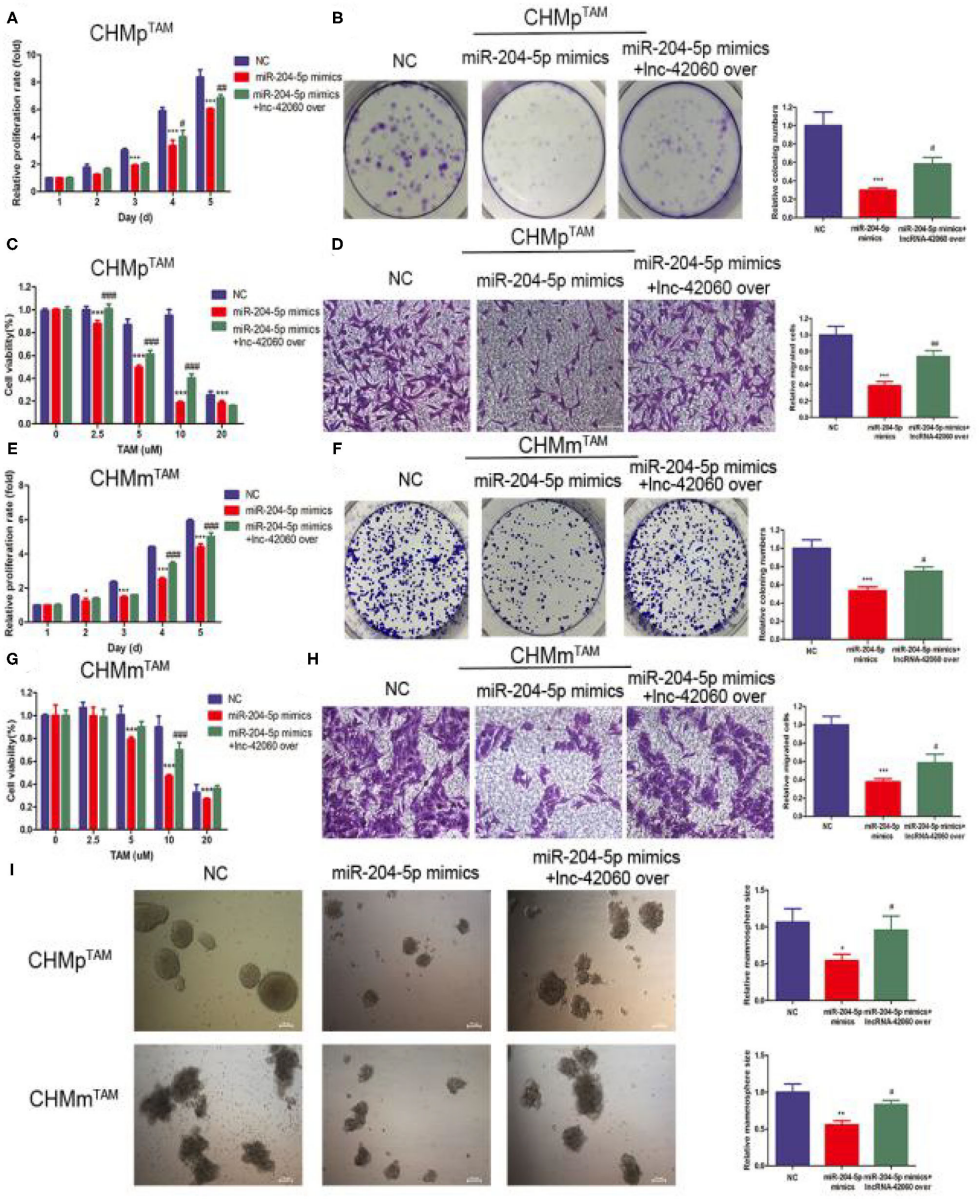
lnc-42060 sponges miR-204-5p to regulate cell proliferation, migration and increased TAMR in TAMRs. **(A,E)** CCK8 assay was conducted to evaluate cell proliferative ability in TAMRs. **(B,F)** Colony formation is shown in TAMRs. **(C,G)** CCK8 assay shows the variation in TAM sensitivity in TAMRs. **(D,H)** Transwell migration was conducted to evaluate cell migration ability (magnification, 200×) in TAMRs. **(I)** Microemulsion size in TAMRs (magnification, 200×). Data are presented as means ± SD of at least three independent experiments. Compared with control group, *P < 0.05, **P < 0.01, ***P < 0.001; compared with miR-204 group, ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001.

### SOX4 Is a Direct Target Gene of miR-204-5p and Is Regulated by lnc-42060

We predicted potential targets (Figure 7A) for miR-204-5p using three target gene prediction databases (miRDB, TargetScan, and miRanda). The Wayne plot results showed 319 genes intersected by three algorithms. Among the next genes, SOX4 is known to be highly expressed in a variety of cancers. Therefore, we selected SOX4 as a target gene for our study. By western blotting, we found that overexpression of lnc-42060 caused an increase in SOX4 expression and that lnc-42060 silencing decreased SOX4 expression (Figure 7B), both showing the same trend. On the other hand, the addition of miR-204-5p inhibitor increased SOX4 expression, while simultaneous silencing of lnc-42060 reversed the effect of miR-204-5p inhibitor. The predicted results demonstrate the binding site of miR-204-5p to SOX4 at the 3′ UTR (Figure 7C). Dual-luciferase results showed lower luciferase activity in WT, while MT had no significant effect, indicating that SOX4 can bind to miR-204-5p and that SOX4 is an effective miR-204-5p target (Figure 7D). Finally, a positive correlation between lnc-42060 and SOX4 was detected (Figure 7E).

**Figure 7:**
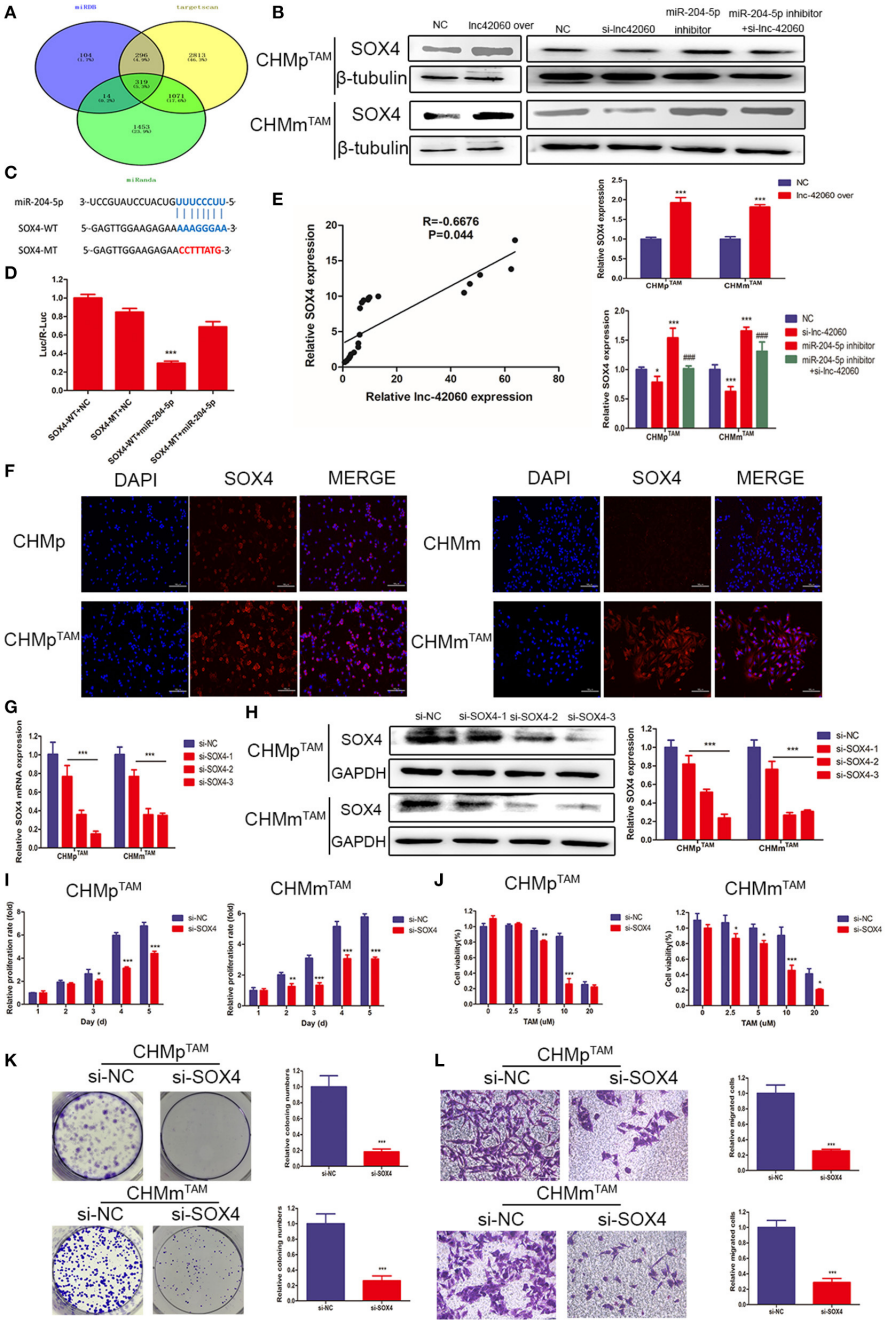
SOX4 is a direct target gene of miR-204-5P and is regulated by lnc-42060. **(A)** Venn diagram represents the mutual candidate target genes of miR-204-5p identified by miRDB, TargetScan, and miRanda. **(B)** Expression of SOX4 was tested by Western blot in TAMRs. **(C)** The predicted potential binding sites of miR-204-5p to SOX4 and schematic of WT and MT of SOX4. **(D)** Dual-luciferase reporter assay revealed that miR-204-5p reversely controlled the luciferase activity of SOX4-WT, rather than MT. **(E)** QRT-PCR was used to detect the relative expressions of lnc-42060 and SOX4. **(F)** Cellular immunofluorescence was used to detect SOX4 expression in TAMRs and CMGTs. **(G)** The expression of SOX4 in TAMRs was determined with qRT-PCR transfected with si-NC and si-lnc-42060-1/2/3. **(H)** The expression of SOX4 in TAMRs was determined with Westerin blot transfected with the negative control of si-NC and si-lnc-42060-1/2/3. **(I)** CCK8 assay was conducted to evaluate cell proliferative ability in TAMRs/si-NC and TAMRs/si-SOX4. **(J)** CCK8 assay shows the variation in TAM sensitivity in TAMRs/si-NC and TAMRs/si-SOX4. **(K)** Colony formation is shown in TAMRs/si-NC and TAMRs/si-SOX4. **(L)** Transwell migration was conducted to evaluate cell migration ability (magnification, 200×) in TAMRs/si-NC and TAMRs/si-SOX4. Data are presented as means ± SD of at least three independent experiments. Compared with control group, *P < 0.05, **P < 0.01, ***P < 0.001; compared with miR-204 group, ^###^*P* < 0.001.

SOX4 can regulate multiple pathways during growth and development. Next, we tested the role of SOX4 in the tumor drug resistance process. First, we detected SOX4 expression in TAMRs and parental cells by cellular immunofluorescence, and the results showed that SOX4 fluorescence was more intense and higher in TAMRs (Figure 7F). Next, we silenced SOX4 expression in TAMRs and since si-SOX4-3 had the most significant effect, it was used in the following experiments (Figures 7G,H). Then we detected tumor progression by CCK8, Transwell, and cell cloning assays (Figures 7H–L). Taken together, these results suggest that lnc-42060, as a sponge of miR-204-5p, regulates SOX4 expression and activity, thereby further inhibiting tumor progression and sensitizing cells to TAM.

### Knocking Down lnc-42060 Reduces Tumorigenesis of CHMm^TAM^ *in vivo*

Finally, we confirmed the oncogenic effect of lnc-42060 in CMGT *in vivo*. In previous experiments, we observed that knocking down lnc-42060 could reduce the formation of cell microemulsion spheres and reduce cell stemness.To evaluate the tumor-forming ability of lnc-42060 *in vivo*, we injected different cells (CHMm^TAM^/si-42060 CHMmTAM) through fat pads, and observed and recorded the mental state, diet, and tumor size of the mice every 3 days (Figures 8A–D). The results showed that knockdown of lnc-42060 in CHMm^TAM^ cells significantly reduced the incidence of tumors, as well as tumor weight and volume, suggesting that knockdown of lnc-42060 can regulate oncogenesis *in vivo*.

**Figure 8:**
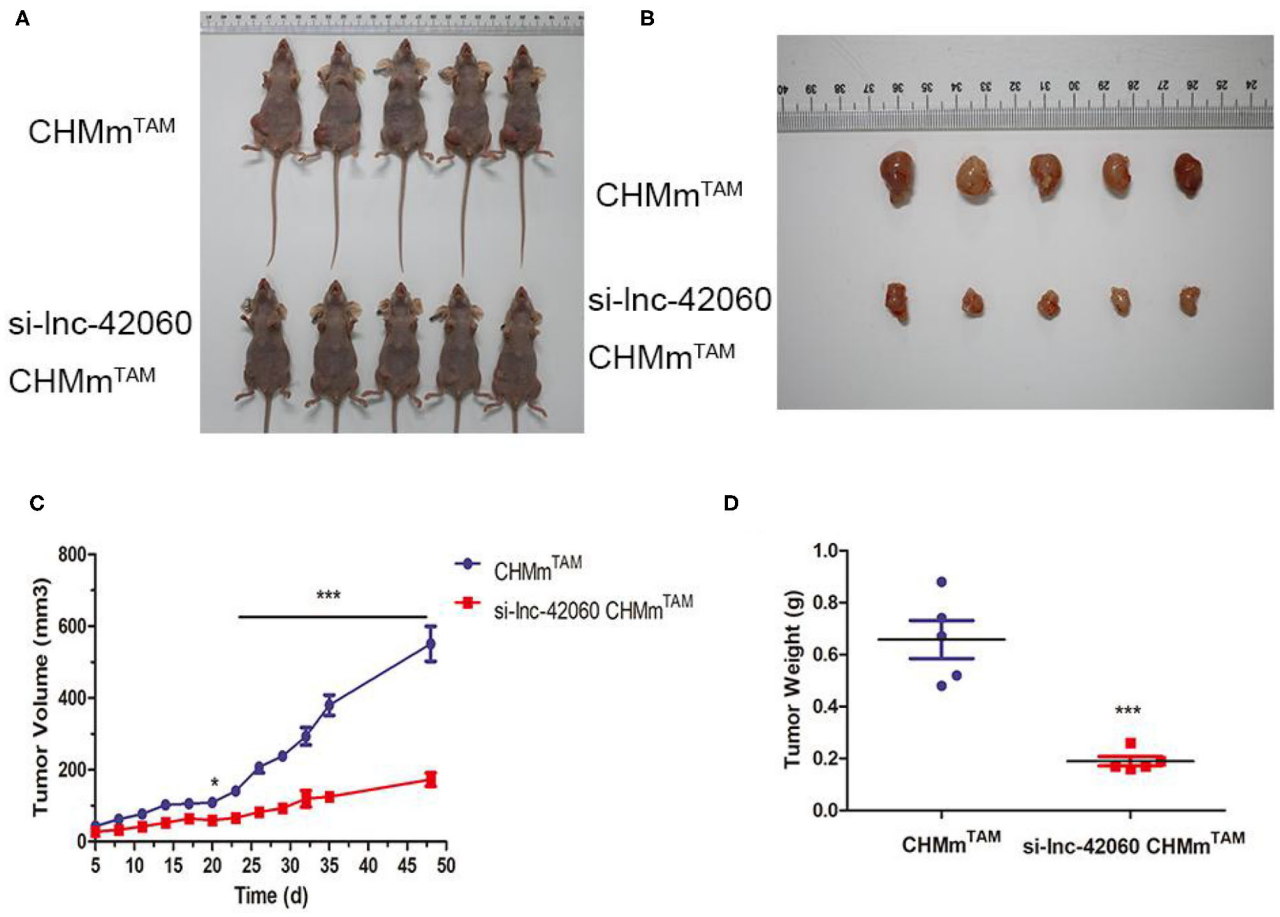
Knocking down lnc-42060 reduces tumorigenesis of CHMm^TAM^ *in vivo*. CHMm^TAM^/si-lnc-42060 CHMm^TAM^ cells infected were subcutaneously injected into nude mice. **(A,B)** Comparison of tumor size between CHMm^TAM^ and si-LNC-42060 CHMm^TAM^ cells after inoculation in mice. **(C)** Tumor volumes were examined every 3 days for 48 days. **(D)** Tumor weight were examined on day 48. Compared with control group, ***P < 0.001.

## Discussion

More than 80% of breast cancer patients show ER positivity. Anti-hormonal therapy has been shown to be effective (18). Although many drugs have been developed to lower estrogen levels or block estrogen signaling, TAM remains the first choice. The emergence of resistance has reduced the relapse rate by 50% and the mortality rate by 28%, greatly limiting its clinical use (19). Therefore, it is important to determine the mechanism of TAMR and to screen new biomarkers to predict the effect of TAM treatment and improve patient survival.

LncRNAs have a non-negligible role in the diagnosis and treatment of BC. Resistance to endocrine therapy is one of the major therapeutic problems in BC. Therefore, lncRNAs modulate endocrine therapy resistance in BC and may be a key factor in the treatment of endocrine therapy resistance. lncRNA BCAR4, identified in the ZR-75-1 BC cell screen, acts as an ERBB2/ERBB3 signaling driver oncogene and promotes estrogen-independent growth and anti-estrogen resistance in BC cells (20). Another study showed that lncRNA HOTAIR may confer TAMR through ER signaling (21). Although we have elucidated the role of some lncRNAs in endocrine resistance in BC, lncRNA expression is often highly cell-type-and tissue-specific. Therefore, it is important to screen more lncRNAs from multiple perspectives and investigate their functions in the development of cancer. In this study, we performed the first CMGT endocrine TAMR-associated lncRNA expression profiling of constructed CHMm^TAM^ and parental CHMm cell lines and found 162 differentially expressed lncRNAs. We focused on the novel lnc-42060 located on chromosome 25 (25:9055794-9074347), with a length of 1577bp. It is upregulated in mammary tissues. Furthermore, our results indicate that silencing or overexpression of lnc-42060 inhibits the proliferation, migration, and cloning of TAMRs or parental cells. This was accompanied by changes in EMT and CSC characteristics. These results indicate that lncRNAs play a non-negligible role in drug resistance and, importantly, the novel ENSCAFG42060 was found to play an oncogenic role.

There are 27,919 lncRNAs that have been identified through many databases of transcriptome data and cluster gene expression analyses, 69% of which are implied with potential function (22). The diverse functions of lncRNAs are influenced by different subcellular localizations. In the nucleus, lncRNAs can not only regulate epigenetic inheritance by interactions with chromatin remodeling complexes but also regulate transcription through binding to general transcriptional mechanisms or specific regulators. In the cytoplasm, lncRNAs usually function as ceRNAs, influencing the status of mRNAs and making a lncRNA-miRNA-mRNA close linkage, which is also the most extensively studied mode of action. CeRNAs compete for shared miRNAs. They regulate each other at the post-transcriptional level, linking the functions of protein-coding mRNAs to non-coding RNA (23, 24). RNA sponges are commonly used to describe this phenomenon. For example, Li et al. found that the new lnc-000052 could pass through the miR-96-5P-PIK3R1 molecular axis resulting in reduced stem cell formation in osteoporotic rats. Lu et al. (25) showed that in BC, the lncRNA LINC00511 was found to affect E2F1 by interacting with miR-185, which promotes cancer cell proliferation, invasion, and migration. Yao et al. (26) also demonstrated that NONHSAT10109 can target Twist1 by sponging miR-129-5p to play the role of ceRNA in BC cells. Based on the subcellular location of lnc-42060 in TAMRs (mainly in the cytoplasm), we propose a possible mechanism of its post-transcriptional regulation, including the ceRNA network.

The lncRNA HULC is highly upregulated in hepatocellular carcinoma and has multiple binding sites with miR-372, which results in reduced translation of the target gene PRKACB (27). In another study, Tang and colleagues (27) detected changes in lncRNA expression in BC tissues and stem cells and found that down-regulation of lncRNA CCAT1 was associated with multiple miRNA molecules such as miR-204 and miR-148. This suggests that ce-RNA networks (ce-RNETs) are complex and variable, and we should expand our study sample, which is helpful in discovering more target factors. Therefore, we also tested miRNA expression profiles and interactions with lncRNAs (Figures 1A-D). The results showed that there were 29 differentially expressed miRNAs in CHMm^TAM^ and CHMm. In addition, lncRNA-miRNA interactions also showed complex regulatory relationships. 

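Of the 15 miRNAs past both thresholds and lower in CHMm TAM, miR-204 had the largest fold change, ahead of miR-152 and miR-184. Ordered by FDR, it ranked 9 of the 15, with an FDR of 2.49e-49 from edgeR's quasi-likelihood test, and miR-184 ranked first with an FDR of 2.95e-102 from the same test. In the paper's own list of downregulated miRNAs in Supplementary Table 5, miR-204 ranks 1 by fold change and 13 by FDR.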

Among them, miR-204 was the most significantly downregulated. Many studies have shown that low expression of miR-204-5p is critical for the control of cell growth, cell apoptosis, epithelial-mesenchymal transition, angiogenesis, and sensitivity to chemotherapy. Hong et al. (28) demonstrated that miRNA-204-5p acts as a tumor suppressor to regulate BC growth, metastasis, and immune microenvironment reconstruction. Wa and colleagues (29) have demonstrated that miR-204-5p promotes bone metastasis via the NF-κB signaling pathway. However, in other studies, miR-204 has shown proliferation promotion effects in cancer cells, indicating that miR-204-5p may play double regulatory roles (30). Therefore, it is necessary to test the expression of miR-204-5p in a variety of breast tumor cells to explore its regulatory mechanism. Currently, miR-204-5p has never been explored in CMGT. In our study, miR-204-5p, corresponding to lnc-42060, was further analyzed. Luciferase reporter gene experiments and RNA immunoprecipitation further confirmed that miR-204-5p is a potential target ceRNA of lnc-42060 in TAMRs. Lnc-42060 and miR-204-5p clearly inhibit each other in TAMRs. It is important that silencing or overexpression of miR-204-5p partially reversed the drug resistance, migration, and cloning of TAM mediated by ENSCAFG42060 knockdown or overexpression. From these observations, we conclude that lnc-42060 can function as a ceRNA in CMGTs by sponging miR-204-5p.

SOX4 is a key transcription factor in many developmental processes and is overexpressed in more than 20 types of malignancies. Many studies have confirmed that SOX4 is an oncogene. Its overexpression is associated with abnormal gene amplification and activation of the PI3K, Wnt, and TGF pathways (31). The overexpression of SOX4 can promote cell survival, CSC, EMT, migration and metastasis, and drug resistance, suggesting that SOX4 is associated with a poor prognosis for disease. Importantly, some scholars have also determined that SOX4 participates in ceRNA regulation. Zhao et al. found that miR-140-5p decreased when SOX4 increased in melanoma tissues and cells, which indicated that there is a direct interaction between them (32). In addition, Lu et al. (33) demonstrated that the lncRNA DSCAM-AS1 promotes proliferation and migration of colon cancer cells by regulating the miR-204-SOX4 axis. However, only the effect of SOX4 on cell migration was discussed in this study. With the progress of medical treatment, more and more attention has been paid to the occurrence and development of canine diseases, not only because they can serve as human life partners, but also because they are very similar to humans in terms of gene structure and physiological environment, making them a good animal model (34–36).

At present, the involvement of SOX4 in ceRNA in BC remains to be confirmed, and it was reported for the first time in CMGT. In this study, we further identified SOX4 as a target protein of the ENSCAFG42060/miR-204-5p axis based on the following evidence. First, bioinformatics prediction, qRT-PCR, western blot, and dual-luciferase reporter assay indicated that SOX4 is a direct target gene of miR-204-5p in TAMRs. Second, the expression of lnc-42060 and SOX4 in CMGT tissue was significantly positively correlated. Lnc-42060 positively regulates the expression of SOX4 at both the mRNA and protein levels in TAMRs. Third, SOX4 silencing significantly inhibited the proliferation, migration, and clonal formation of TAMRs. In conclusion, this study focuses on novel lncRNAs involved in TAMR. For the first time, we identified lnc-42060/miR-204-5p by screening the expression profiles and the interaction relationship between lncRNA and miRNA in parental cell lines and TAMRs. Subsequently, we found that lnc-42060 was upregulated in CMGT tissues and TAMRs, and inter-restricted with miR-204 to alter cell proliferation, migration ability, and sensitivity to TAM. Further cell biology experiments revealed that lnc-42060 promoted drug resistance, proliferation, and metastasis of TAMRs through the miR-204-5p/SOX4 axis. That is, lnc-42060 and miR-204-5p are regarded as ceRNAs that regulate the expression of SOX4. Therefore, our findings illustrate that the novel lnc-42060 is a tumor promoter and potential BC therapeutic biomarker.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: NCBI's Gene Expression Omnibus (GSE164721).

## Ethics Statement

The animal study was reviewed and approved by Northeast Agricultural University, Harbin, Heilongjiang Province. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

EX and YL contributed conception and design of the study. MH, DT, and YF conducted experiments. EX organized the database. XR performed the statistical analysis. EX wrote the first draft of the manuscript. RG has completed part of the *in vivo* test. All authors contributed to manuscript revision, read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: LncRNA-42060 Regulates Tamoxifen Sensitivity and Tumor Development via Regulating the miR-204-5p/SOX4 Axis in Canine Mammary Gland Tumor Cells
**Source:** Front Vet Sci. 2021 Jun 21;8:654694. doi: 10.3389/fvets.2021.654694
**Supplement:** Supplementary file 1

**Supplementary table 1 The primers for qPCR**

| Genes | Sequence (5′→3′) |
| --- | --- |
| lnc-42065 | Forward: GAGTGAAGACAGCAGAGGCATTG |
|  | Reverse: GCCGTCCTGTTGTGCAGAATT |
| lnc-49023 | Forward: CCAAGCAGGGACTTGTTGCC |
|  | Reverse: GGTGGAGAAGGAGCCAGGAAA |
| lnc-33364 | Forward: TTCTAAAGCCCTGCCAATACT |
|  | Reverse: GCCTCTTCCTCTTGTGCTGTCTA |
| lnc-48177 | Forward: AGGCAGTGTAATTAGCTGATTGTCA |
|  | Reverse: TGACAATCAGCTAATTACACTGCCT |
| lnc-42676 | Forward: CCTGAGACCACCTGGACTGTTT |
|  | Reverse: CCAGCCTTTATCATGGTGAATT |
| lnc-45994 | Forward: CCCCAGAGCTTCCCTACCCA |
|  | Reverse: CTCCTGCAAACCACAAATGTCC |
| lnc-42060 | Forward: TGGCTGGGCAGTAGACACGA |
|  | Reverse: CAACTGGCTCCCGATACAAACAT |
| lnc-42946 | Forward: ATGGGCGGGGCCAGGGCGGGGGCGG |
|  | Reverse: CCGCCCCCGCCCTGGCCCCGCCCAT |
| lnc-42227 | Forward: TGCCCTCCCTCTTCTGTTGC |
|  | Reverse: GGTGGGAATGGACCTGTGGT |
| lnc-47233 | Forward: AGATGCCGTGTCCTTGTATGC |
|  | Reverse: TCTTCACCTTGCTTTCCCAGTC |
| miR-204 | GCCCGTTCCCTTTGTCATCCTA |
| miR-152 | AGGCAGTGTAATTAGCTGATTGTCA |
| miR-184 | CTAAGTGTTGGACGGAGAACTGATA |
| miR-375 | GGACCTGAGCGTTTTGTTCGTTC |
| miR-125 | CTTTAACCTGTGAGGACATCCAGGG |
| miR-34c | CGGAGGCAGTGTAGTTAGCTGAT |
| miR-34b | AGGCAGTGTAATTAGCTGATTG |
| miR-133a | TGCTTTGCTAGAGCTGGTAAAATGG |
| miR-10b | CCCTGTAGAACCGAATTTGTGTG |
| miR-181a | CGGAACATTCAACGCTGTCGGT |
| SOX4 | Forward: GAAGACGACCTGCTCGACCTGA |
|  | Reverse: GCGTGCAGTAGTCCGGGAAC |

# Supplementary material for: LncRNA-42060 Regulates Tamoxifen Sensitivity and Tumor Development via Regulating the miR-204-5p/SOX4 Axis in Canine Mammary Gland Tumor Cells
**Source:** Front Vet Sci. 2021 Jun 21;8:654694. doi: 10.3389/fvets.2021.654694
**Supplement:** Supplementary file 2

**Supplementary table 2 Lnc-42060 and SOX4 wild type/mutant type sequences**

| 3’UTR | Forward（5’-3’） | Reverse（5’-3’） |
| --- | --- | --- |
| SOX4-  pMIR-REPORT-WT | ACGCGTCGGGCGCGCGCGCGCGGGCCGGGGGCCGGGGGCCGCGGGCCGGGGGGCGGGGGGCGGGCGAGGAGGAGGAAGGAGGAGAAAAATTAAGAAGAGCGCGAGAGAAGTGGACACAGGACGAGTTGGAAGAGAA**AAAGGGA**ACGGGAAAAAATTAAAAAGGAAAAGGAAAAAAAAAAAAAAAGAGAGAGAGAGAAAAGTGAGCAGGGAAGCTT | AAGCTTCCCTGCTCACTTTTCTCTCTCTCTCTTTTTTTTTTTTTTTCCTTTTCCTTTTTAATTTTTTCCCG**TTCCCTTT**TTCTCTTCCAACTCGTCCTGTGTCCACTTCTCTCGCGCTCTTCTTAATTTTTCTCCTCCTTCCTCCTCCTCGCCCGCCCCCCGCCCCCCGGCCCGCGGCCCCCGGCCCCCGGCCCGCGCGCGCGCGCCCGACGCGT |
| SOX4-  pMIR-REPORT-MT | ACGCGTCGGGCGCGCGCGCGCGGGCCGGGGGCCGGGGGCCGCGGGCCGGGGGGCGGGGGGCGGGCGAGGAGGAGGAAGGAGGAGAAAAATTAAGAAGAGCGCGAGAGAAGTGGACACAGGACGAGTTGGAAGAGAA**CCTTTATG**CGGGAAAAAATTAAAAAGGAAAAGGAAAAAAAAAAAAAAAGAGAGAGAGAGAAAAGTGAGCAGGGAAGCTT | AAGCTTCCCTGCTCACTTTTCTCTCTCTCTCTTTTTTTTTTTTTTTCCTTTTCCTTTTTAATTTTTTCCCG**CATAAAGG**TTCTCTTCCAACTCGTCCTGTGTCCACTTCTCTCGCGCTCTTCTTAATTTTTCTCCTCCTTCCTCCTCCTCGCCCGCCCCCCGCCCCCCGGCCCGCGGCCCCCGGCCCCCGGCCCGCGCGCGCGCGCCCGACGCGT |
| lnc-42060-  pMIR-  REPORT-WT | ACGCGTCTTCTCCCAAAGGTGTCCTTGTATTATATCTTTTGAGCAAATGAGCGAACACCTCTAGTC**AAAGGGAA**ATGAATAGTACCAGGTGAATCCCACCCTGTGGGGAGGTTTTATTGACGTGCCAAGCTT | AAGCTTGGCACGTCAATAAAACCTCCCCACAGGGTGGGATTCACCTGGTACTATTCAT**TTCCCTTT**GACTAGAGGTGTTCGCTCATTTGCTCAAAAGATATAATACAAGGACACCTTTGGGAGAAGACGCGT |
| lnc-42060-  pMIR-  REPORT-WT | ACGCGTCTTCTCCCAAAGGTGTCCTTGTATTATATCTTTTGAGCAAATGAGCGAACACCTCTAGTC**CCTTTAGG**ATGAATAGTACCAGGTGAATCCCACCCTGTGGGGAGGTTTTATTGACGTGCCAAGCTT | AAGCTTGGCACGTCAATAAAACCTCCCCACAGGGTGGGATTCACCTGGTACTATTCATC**CTAAAGGG**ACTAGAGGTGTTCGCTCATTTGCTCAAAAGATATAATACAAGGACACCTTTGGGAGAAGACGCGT |

# Supplementary material for: LncRNA-42060 Regulates Tamoxifen Sensitivity and Tumor Development via Regulating the miR-204-5p/SOX4 Axis in Canine Mammary Gland Tumor Cells
**Source:** Front Vet Sci. 2021 Jun 21;8:654694. doi: 10.3389/fvets.2021.654694
**Supplement:** Supplementary file 3

**Supplementary table 3 The antibodies used in the present study**

| Antibodies | Dilution ratio | kD | Resource |
| --- | --- | --- | --- |
| SOX4 | 1:500 | 52 | Bioss, China |
| E-cadherin | 1:500 | 135 | Wanleibio, China |
| Vimentin | 1:500 | 54 | Bioss, China |
| ZEB1 | 1:300 | 124 | Wanleibio, China |
| SOX2 | 1:1000 | 34 | ABclonal Biotechnology |
| OCT4 | 1:500 | 52 | Wanleibio, China |
| Nanong | 1:500 | 40 | Bioss, China |
| GAPDH | 1:500 | 37 | Wanleibio, China |

# Supplementary material for: LncRNA-42060 Regulates Tamoxifen Sensitivity and Tumor Development via Regulating the miR-204-5p/SOX4 Axis in Canine Mammary Gland Tumor Cells
**Source:** Front Vet Sci. 2021 Jun 21;8:654694. doi: 10.3389/fvets.2021.654694
**Supplement:** Supplementary file 4

**Supplementary table 4 Differentially expressed of lncRNAs in TAMRs and CMGTs**

# Supplementary material for: LncRNA-42060 Regulates Tamoxifen Sensitivity and Tumor Development via Regulating the miR-204-5p/SOX4 Axis in Canine Mammary Gland Tumor Cells
**Source:** Front Vet Sci. 2021 Jun 21;8:654694. doi: 10.3389/fvets.2021.654694
**Supplement:** Supplementary file 5

**Supplementary table 5 Differentially expressed of miRNAs in TAMRs and CMGTs**

| **AccID** | **log2FC** | **FDR** | **Style** |
| --- | --- | --- | --- |
| cfa-miR-204 | -5.789796687 | 6.7966E-19 | down |
| cfa-miR-152 | -3.380094217 | 6.53212E-37 | down |
| cfa-miR-184 | -3.201420675 | 3.67314E-93 | down |
| cfa-miR-218 | -1.984120206 | 1.94501E-70 | down |
| cfa-miR-210 | -1.942356856 | 1.4377E-112 | down |
| cfa-miR-375 | -1.854995417 | 1.3365E-102 | down |
| cfa-miR-146b | -1.690639123 | 1.93533E-36 | down |
| cfa-miR-381 | -1.60870175 | 0.035719806 | down |
| cfa-miR-221 | -1.581200571 | 2.4411E-114 | down |
| cfa-miR-147 | -1.52313882 | 2.67816E-41 | down |
| cfa-miR-222 | -1.425279563 | 7.07483E-92 | down |
| cfa-miR-582 | -1.23246383 | 4.24509E-13 | down |
| cfa-miR-125a | -1.192182684 | 2.50862E-81 | down |
| cfa-let-7e | -1.106810845 | 8.58531E-53 | down |
| cfa-miR-99b | -1.050494303 | 9.72463E-60 | down |
| cfa-miR-8826 | 6.663583168 | 1.42E-09 | up |
| cfa-miR-486 | 2.327248751 | 2.41E-08 | up |
| cfa-miR-133c | 2.205630789 | 1.98E-17 | up |
| cfa-miR-34c | 2.199997492 | 5.33E-58 | up |
| cfa-miR-34b | 2.137597689 | 6.55E-13 | up |
| cfa-miR-1 | 2.116919409 | 2.39E-18 | up |
| cfa-miR-133a | 2.063017983 | 2.66E-14 | up |
| cfa-miR-133b | 1.790758138 | 0.022697642 | up |
| cfa-miR-486-3p | 1.678956144 | 1.85E-05 | up |
| cfa-miR-10b | 1.371348956 | 1.02E-85 | up |
| cfa-miR-181a | 1.195384901 | 5.28E-68 | up |
| cfa-miR-187 | 1.181914543 | 2.39E-35 | up |
| cfa-miR-8903 | 1.07814606 | 0.000372737 | up |
| cfa-miR-2387 | 1.029930739 | 0.002818105 | up |

How the deposited data were processed for this re-analysis (not part of the article)

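The paper compared the canine mammary gland tumor line CHMm with its TAM-resistant derivative CHMm TAM by sequencing small RNAs and longer RNAs, with 3 libraries of each line for either kind. The small RNA libraries were analysed here. The RNA-seq libraries, and with them the lncRNAs and SOX4 mRNA, were not analysed here. The assays on tissues, reporters, transfected cells and mice were not analysed here either.

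For the miRNAs, the authors deposited raw counts of reads per mature canine miRNA, 1 column per library and without normalization. The labels state extraction of total RNA, purification of miRNA and HiSeq sequencing. The aligner, the counting tool, the miRNA database and its version, adapter trimming, length limits and the treatment of reads that fit several miRNAs are not named in the paper's text. These steps are fixed in the counts and could not be varied. They could move counts between miRNAs of similar sequence, which was not tested.

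Each library was assigned to its line and replicate number from the sample labels. The totals ranged from 7512659 to 11450062 counts in CHMm and from 8137736 to 12482211 in CHMm TAM. The smallest share the depth can show, taken as 3 counts, was between 0.24 and 0.399 CPM. Intervals of shares are 95% Wilson intervals and, like this limit, cover counting error only. Where all libraries of one line held 3 counts or fewer and those of the other did not, the fold was computed against that limit. Such a fold is a convention and not a confidence bound.

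The analysis used edgeR 4.0.16 in R 4.3.3. miRNAs with a total of at least 10 counts over the 6 libraries were kept, normalization factors were computed by TMM, and CHMm TAM was compared with CHMm by the quasi-likelihood test without a block. P-values were adjusted by the Benjamini-Hochberg method over the 284 miRNAs tested. A miRNA was counted as differentially expressed at FDR below 0.05 and a log2 fold change above 1 or below -1, which are the paper's thresholds. CPM values use the TMM factors, except the shares with intervals, which use all counts. Standard errors were derived from the coefficient and its F statistic. The replicate numbers come from the sample labels, which give 1, 2 and 3 in each line. Neither the labels nor the paper state that equal numbers belong together.

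The fit was tested on simulated data before use. Counts of 284 miRNAs were drawn 20 times with the real means and library sizes, with 60 miRNAs changed. Of the changed miRNAs 90.8% were recovered, and 99.8% of those above 1 CPM, with 0.2 false calls per simulation. All simulated changes lay well beyond the fold-change threshold, and the spread was the one estimated by the fit itself. Recovery of changes close to the threshold, where several of the real calls lie, was therefore not tested. In simulations without a change the mean number of calls was 0, and 0.1 miRNAs passed FDR alone.

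The alternatives, set before the data were examined, were RLE size factors, upper-quartile normalization, library totals only, scaling without the 10 most abundant miRNAs, the Wald test of DESeq2 1.42.0, limma-voom with limma 3.58.1, the edgeR exact test, no filter, the default filter of edgeR, at least 10 counts in every library, a replicate block, each library left out in turn, FDR alone, a test against a 2-fold change (glmTreat), FDR below 0.01, and miR-204 summed with miR-211. The inclusion of miRNAs with several loci in the test of genomic clusters was chosen after seeing the data.

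The miRNAs named in the text are those the paper names, those past both thresholds here that are absent from Supplementary Table 5, up to 5 in each direction with no overlap between the lines, and close relatives or cluster members of these. miR-411, which overlaps between the lines, and miR-183, miR-96 and miR-182 were named after their values were seen. The comparisons of genomic clusters, markers and sequences used Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6. Names and neighbours of miRNA genes were taken from the RefSeq genes of the assembly UU_Cfam_GSD_1.0, in which 281 of the 284 tested miRNAs were matched by name. The authors' genome build is not stated, so no coordinates are given.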

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

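The tests of low counts, of scaling and of library size were chosen only after the results were seen.

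4 miRNAs passed both thresholds here without being in the paper's list. miR-140 had a log2 fold change of 1.02, with 262 ± 9.76 CPM (SD, n = 3) in CHMm and 530 ± 58.3 CPM in CHMm TAM. It lies just past the fold-change threshold and fell below it under RLE size factors (0.95), upper-quartile normalization (0.77), scaling without the 10 most abundant miRNAs (0.96) and the DESeq2 Wald test (0.95), and in 2 of the fits that left out one library. Its FDR remained far below the threshold in these fits, so its place on either side of the fold-change threshold depends on the scaling and on which libraries are included. miR-129 had a log2 fold change of 3.13, but its counts were 0, 1 and 0 in CHMm and 6, 3 and 4 in CHMm TAM. With CHMm set at the limit of 3 counts, miR-129 was 1.24-fold higher. miR-10a had a log2 fold change of 1.12, with 1, 12 and 8 counts in CHMm and 24, 12 and 16 in CHMm TAM. miR-411 had a log2 fold change of -1.59 (FDR = 0.0448 from edgeR's quasi-likelihood test), with 1, 8 and 13 counts in CHMm and 4, 1 and 3 in CHMm TAM, and the lines overlapped. For 2 of the 4 miRNAs, miR-129 and miR-411, the mean was under 10 counts in the higher line. For these, low counts may explain the result and a change in the cells cannot be told apart from it. miR-10a has more counts than that limit, but lost its call under 7 of the alternatives that kept the paper's thresholds, and also at an FDR below 0.01 and in the test against a 2-fold change. miR-140 has counts far above the limit.

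miR-183, miR-96 and miR-182, which lie in one genomic cluster, were higher in CHMm TAM and are not in the paper's list. They were singled out after their values were seen. Their log2 fold changes were 0.77, 0.72 and 0.64, below the paper's fold-change threshold, with FDRs of 3.87e-30, 1.23e-27 and 5.91e-22 from edgeR's quasi-likelihood test, and all 3 CHMm TAM libraries lay above all 3 CHMm libraries for each. Together they took 3.26% ± 0.08 (SD, n = 3) of all counts in CHMm and 5.29% ± 0.05 in CHMm TAM. The lowest log2 fold change over 5 scalings was 0.40, for miR-182 under upper-quartile normalization. That scaling moved the median log2 fold change of all tested miRNAs from 0.06 to -0.18, the largest shift among the 5, which is less than the rise of each of the 3 miRNAs. A common scaling factor moves all miRNAs alike, so it does not account for the rise of these 3 relative to the median. The authors' steps before the counts could not be varied, and an effect of those steps cannot be excluded. If library size were the source, the share would rise with the total count within a line, and it did so in 0 of the 2 lines. A line counted only if all 3 libraries had the same order by share and by total, so this count cannot exclude a trend. In CHMm the smallest library had the lowest share, 3.19%, while in CHMm TAM the share fell as the total rose. Within a line the share ranged by at most 0.16 percentage points, against a gap of 1.89 points between the lines. RNA of other cells and reads shared between similar miRNAs were not tested. A higher level of this cluster in the resistant line remains a hypothesis. All replicates come from 1 resistant line, so resistance and drift between the lines over the months of culture cannot be separated. The rule for samples far from their group was not applied, since it needs groups of at least 4.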

How the results depend on the processing

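The choices behind these alternatives were fixed before the data were examined, and each alternative changed a single choice, except that the DESeq2 Wald test also brought its own size factors and filtering. With 32 miRNAs past both thresholds, 17 higher and 15 lower in CHMm TAM, the total stayed within 1.5 times that count in every setting but 2. Without the fold-change threshold, 125 miRNAs passed, 72 higher and 53 lower. With the test against a 2-fold change, 21 passed, of which 11 were higher, and all 21 were among the 32. These 2 settings use other thresholds and follow from them.

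Leaving out each library in turn gave from 30 to 34 differentially expressed miRNAs, from 15 to 19 higher and from 13 to 16 lower across the 6 fits. Between 29 and 31 of the 32 were shared with each of these fits. With the replicate number as a block, 31 of the 32 passed, 17 higher and 14 lower, and miR-411 was lost. The mean correlation of same-numbered libraries in the pairing check was 0.07, so that the numbers do not clearly pair the libraries.

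Upper-quartile normalization moved the median log2 fold change of the tested miRNAs from 0.06 to -0.18. Under it 34 miRNAs passed, 12 higher and 22 lower, so that 35.3% of the calls were higher against 53.1% with TMM, and 27 of the 32 were shared. Changes are therefore relative to the scaling, and a log2 fold change close to 1 in either direction can cross the threshold with it.

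The log2 fold change of miR-204 kept its direction and its call in every setting that tested it, from -5.99 to -5.46. The filter of at least 10 counts in every library gives no value for miR-204, miR-8826, miR-486, miR-133b, miR-381, miR-10a, miR-129, miR-411 and miR-451, which have fewer counts than that in some library. The default filter of edgeR gives none for miR-129, miR-381 and miR-411, and miR-129 has none in 1 of the fits without a library. For the log2 fold changes of the other named miRNAs, under the alternatives that kept the paper's thresholds, 595 values kept their direction and side of the threshold, 32 kept the direction but lost the call, 7 gained it and 0 reversed. Among these named miRNAs, the gained calls were 6 of miR-99b and 1 of miR-451, and the lost calls were of miR-10a, miR-411, miR-140, miR-129, miR-381, miR-8903, let-7e, miR-187 and miR-2387. Other miRNAs also gained calls in some settings, and miR-99b was 1 of the 7 gained under upper-quartile normalization. The test against a 2-fold change lost 11 calls, among them also miR-125a, miR-133b and miR-582, and an FDR below 0.01 lost 3. Of the miRNAs in Supplementary Table 5, 28 passed both thresholds, 23 with at least 10 counts in every library, 26 under upper-quartile normalization and between 27 and 29 in the other settings that kept these thresholds.

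Of the 10 possible splits of the 6 libraries into 3 against 3, only the real one (1 split) gave as many calls. Among the 4 splits that part all same-numbered pairs it was likewise 1. Each of the 9 other splits gave 0 calls and 0 miRNAs past FDR alone, with between 2 and 7 miRNAs at an unadjusted p under 0.05 against 141 in the real split. In each of these 9 splits both groups held libraries of both lines. The difference between the lines then adds to the spread within groups and lowers the number of calls, so their 0 calls are no evidence against chance. With 10 splits the share cannot fall below 0.1, so a chance split cannot be excluded by this count alone. Simulations without a change gave a mean of 0 calls and 0.1 miRNAs past FDR alone, against 32 and 125 here. For 147 of the 284 tested miRNAs the lines did not overlap, where chance gives 10%. The simulations and the number of miRNAs without overlap argue against chance for the calls as a set.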

Differences from the paper's values

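In Supplementary Table 5, the paper's log2 fold change of miR-125a is -1.19, against -1.13 here. The gap exceeded the replicate SD. It was smaller than that SD under RLE size factors (-1.19), scaling without the 10 most abundant miRNAs (-1.19) and the DESeq2 Wald test (-1.19), and under none of the other alternatives set before the data were examined. For miR-181a the paper's log2 fold change is 1.20, against 1.26 here. The gap was smaller than the replicate SD under RLE size factors (1.19), scaling without the 10 most abundant miRNAs (1.20), the DESeq2 Wald test (1.19), without CHMm replicate 3 (1.23) and without CHMm TAM replicate 3 (1.24), and under none of the others. Gaps of this size were not particular to these 2 miRNAs. Over the 29 miRNAs of the paper's list, the median absolute gap was 0.0619, and 0.0026 under RLE size factors. miR-125a and miR-181a were singled out because their replicate SDs, 0.0355 and 0.0516 in log2, lay below that common gap.

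The paper's ratios from qRT-PCR in Fig. 1C, read by eye, are a different measurement from the sequencing ratios of CHMm TAM to CHMm here. For miR-152 the paper's ratio is about 0.35 in Fig. 1C, read by eye, against 0.0996 here. For miR-184 it is about 0.45 in Fig. 1C, read by eye, against 0.112 here, and for miR-375 about 0.1 in Fig. 1C, read by eye, against 0.289 here. For miR-34c it is about 1.4 in Fig. 1C, read by eye, against 4.83 here, and for miR-10b about 4.4 in Fig. 1C, read by eye, against 2.704 here. None of the alternatives set before the data were examined came within 1.5 times the paper's ratio for these 5. For miR-34b the paper's ratio is about 2.7 in Fig. 1C, read by eye, against 4.55 here, and the values came within 1.5 times the paper's, though still above it, with upper-quartile normalization (3.85) and without CHMm replicate 2 (4.00). For miR-133a it is about 2.6 in Fig. 1C, read by eye, against 4.35 here, and the value came within 1.5 times the paper's, though still above it, with upper-quartile normalization (3.66) but with no other alternative.

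The paper's counts of differentially expressed miRNAs are 29 in total, 14 upregulated and 15 downregulated, against 32, 17 and 15 here. The DESeq2 Wald test with its own size factors gave 29, 14 and 15, and the set of 29 was the same as in Supplementary Table 5, with a largest difference in log2 fold change of 0.0008. The default filter of edgeR and an FDR below 0.01 also gave 29 in total, but not the same set. The paper's text does not name its test. miR-99b is in the paper's list and was not called here. It was called, in addition to that test, with RLE size factors (-1.05), upper-quartile normalization (-1.23), scaling without the 10 most abundant miRNAs (-1.05), FDR alone and, narrowly, without CHMm replicate 2 and without CHMm TAM replicate 1. miR-129, miR-10a, miR-140 and miR-411 were called here and are not in the paper's list.

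The paper's discussion calls miR-204 the most significantly downregulated miRNA and names no measure. Here it was first by fold change and ranked 9 of 15 by FDR. In the paper's own list it ranks 1 by fold change and 13 by FDR. The wording therefore holds for the fold change and not for the FDR.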

Other observations

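The comparison of miR-133a with miR-133c and the check of the primer entries were chosen only after the results were seen. The tests of genomic clusters and of tissue markers were planned before. The marker test was first coded to count markers past both thresholds, which gave 0 and was read as against RNA of other cells. After that output was seen, it was recoded to the planned count of tested markers higher in CHMm TAM. The 1 CPM minimum and 10 kb distance of the cluster test were set when it was coded.

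miRNAs that lie close together changed together. In the RefSeq genes of UU_Cfam_GSD_1.0, 60 tested miRNAs with a single locus and a mean of at least 1 CPM fell into 23 groups with neighbours within 10 kb. The mean difference in log2 fold change between the 61 pairs within groups was 0.248, against a median of 0.771 when the values were reassigned 10000 times (one-sided permutation p = 0.0001, the smallest these permutations can give). This is consistent with shared transcription of clustered miRNAs. Reads shared within a family would lose the effect when pairs with the same family number are left out, and with 53 pairs remaining the mean difference was 0.256 (p = 0.0001 from the same permutation test). Family numbers do not capture all similarity in sequence, and the sequences were not compared. With miRNAs of several loci included, an alternative chosen after seeing the data, 29 groups gave a mean difference of 0.235 against 0.795. The test recovered 40 of 40 simulated sets with grouped changes and called 1 of 40 sets without. Examples are miR-99b, let-7e and miR-125a at log2 fold changes of -0.99, -1.04 and -1.13, and miR-221 and miR-222, so that the calls in a list of single miRNAs are not independent.

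miR-133a and miR-133c had similar counts in each line. In CHMm they were 23 and 26, 32 and 29, and 26 and 24. In CHMm TAM they were 164 and 163, 113 and 144, and 121 and 125, with the widest gap in replicate 2. The smallest exact two-sided binomial p for equal counts over the 6 libraries was 0.061. Their reads could be the same reads divided between 2 names, in which case the list holds 1 change counted as 2. The sequences of the reads were not analysed here.

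miR-1, miR-133a, miR-133b, miR-133c and miR-486 rose together in CHMm TAM. RNA of striated muscle or blood in the cultures could give this pattern. Of the 7 miRNAs written down as markers of those tissues, 3 had enough counts to be tested and all 3 were higher in CHMm TAM: miR-499 with a log2 fold change of 0.48 (FDR = 3.84e-10 from edgeR's quasi-likelihood test), miR-451 with 0.85 (FDR = 0.13) and miR-122 with 0.47 (FDR = 0.168). None of the 3 passed both thresholds with all 6 libraries, and only miR-499 passed the FDR threshold. Without CHMm replicate 1, miR-451 passed both, at a log2 fold change of 1.35. Without CHMm TAM replicate 1, miR-122 passed the FDR threshold only, at a log2 fold change of 0.73 (FDR = 0.0436 from the same test). Without CHMm replicate 3, its log2 fold change was 0.21. The other 4 had too few counts to be tested. miR-206 had 0, 1 and 1 counts in CHMm and 1, 3 and 1 in CHMm TAM, and miR-144 had 1, 1 and 0 in CHMm and 3, 2 and 1 in CHMm TAM. miR-208b had 3, 1 and 0 in CHMm and 0, 0 and 0 in CHMm TAM, and miR-208a had no count. miR-499, the only marker past the FDR threshold with all 6 libraries, had 283 CPM in CHMm, where miR-1 had 3.40 CPM. A marker this abundant in the parental line cannot show whether muscle RNA was added in CHMm TAM. miR-122 was written down for blood plasma and not for blood cells. The 3 higher markers therefore do not favour RNA of other cells. The pattern cannot be told apart from RNA of other cells by this list.

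In Supplementary Table 1, the entry of miR-152 is AGGCAGTGTAATTAGCTGATTGTCA, which shares its first 22 bases with the entire entry of miR-34b, AGGCAGTGTAATTAGCTGATTG, and is identical to the forward entry of lnc-48177. The entry could have been copied from another row, and the table alone cannot tell whether that primer was used. The reverse entries of lnc-48177 and lnc-42946 are the reverse complements of their forward entries over all 25 bases.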
